# Metabolic memory of Δ9-tetrahydrocannabinol exposure in pluripotent stem cells and primordial germ cells-like cells

**DOI:** 10.7554/eLife.88795

**Published:** 2023-12-27

**Authors:** Roxane Verdikt, Abigail A Armstrong, Jenny Cheng, Young Sun Hwang, Amander T Clark, Xia Yang, Patrick Allard

**Keywords:** metabolism, cannabis, primordial germ cells, Mouse, Human

## Abstract

Cannabis, the most consumed illicit psychoactive drug in the world, is increasingly used by pregnant women. However, while cannabinoid receptors are expressed in the early embryo, the impact of phytocannabinoids exposure on early embryonic processes is lacking. Here, we leverage a stepwise in vitro differentiation system that captures the early embryonic developmental cascade to investigate the impact of exposure to the most abundant phytocannabinoid, Δ9-tetrahydrocannabinol (Δ9-THC). We demonstrate that Δ9-THC increases the proliferation of naive mouse embryonic stem cells (ESCs) but not of their primed counterpart. Surprisingly, this increased proliferation, dependent on the CB1 receptor binding, is only associated with moderate transcriptomic changes. Instead, Δ9-THC capitalizes on ESCs’ metabolic bivalence by increasing their glycolytic rates and anabolic capabilities. A memory of this metabolic rewiring is retained throughout differentiation to Primordial Germ Cell-Like Cells in the absence of direct exposure and is associated with an alteration of their transcriptional profile. These results represent the first in-depth molecular characterization of the impact of Δ9-THC exposure on early stages of germline development.

## eLife digest

Cannabis is the most widely used illicit drug in the world, with 4.3% of the global adult population estimated to have used it in the previous year. In particular, the consumption of cannabis by pregnant women has almost doubled in recent years and is particularly increased in those aged under 18.

The main psychoactive component in cannabis, known as Δ9-THC, activates cannabinoid receptors in the brain, including the receptor CB1. Recent research has shown that CB1 is also active in the mouse embryo, but it remained unclear if Δ9-THC could also affect the development of an embryo.

To better understand the potential effects of this exposure, scientists can study stem cells that develop into germ cells (which go on to form egg and sperm), which have been grown in the laboratory. Emerging research has shown that germ cells are particularly sensitive to changes in their environment and due to their role in reproduction, changes can have knock-on effects for embryos.

Verdikt et al. studied the effects of Δ9-THC on mouse embryonic stem cells, finding that it caused them to multiply more quickly. This was dependent on both Δ9-THC binding to the CB1 receptor that causes the psychoactive effects of cannabis in the brain and an increased energy metabolism. Blocking an important metabolic pathway called glycolysis caused the Δ9-THC-treated cells to return to a normal multiplication rate. The exposed stem cells also gave rise to germ cells with abnormal metabolism and altered gene expression, suggesting that this metabolic ‘memory’ can be passed on to cells in the next developmental stage.

Overall, the findings indicate that exposure to Δ9-THC alters the metabolism in early embryonic cells of mice and that these effects can be lasting. This emphasises the need for further research on the impact of cannabis use during pregnancy, particularly as the drug’s availability is expected to increase significantly with changes in regulation. The work also contributes to research highlighting the inheritance of metabolism.

## Introduction

Cannabis is the most widely used illicit psychoactive drug in the world (U.N Office on Drugs and Crime, 2022). In the United States, an estimated 49.6 million people, roughly 18% of the population, consumed cannabis at least once in 2020, with indications that these numbers will likely increase in the coming years as attitudes and regulations change (Mennis et al., 2023; Substance Abuse and Mental Health Services Administration, 2020). In particular, between 7% and 12% of expecting women report cannabis use, predominantly during the first trimester, to alleviate the symptoms of morning sickness (Chabarria et al., 2016; Volkow et al., 2019; Young-Wolff et al., 2018). These statistics indicate that a significant number of developing embryos are exposed to cannabis, with limited knowledge of the biological repercussions of such exposure.

Among the several hundred unique phytocannabinoids present in Cannabis sativa, (−)-trans-Δ9-tetrahydrocannabinol (Δ9-THC) is chiefly responsible for the psychoactivity of cannabis (Andre et al., 2016). As a result, the level of Δ9-THC in recreational cannabis has increased over the last 10 years and now commonly accounts for 20% of total compounds (Chandra et al., 2019). The psychoactive effects of Δ9-THC arise from its binding and subsequent activation of the G-protein-coupled cannabinoid receptor CB1 largely expressed in the central nervous system (Pacher et al., 2020). In this context, Δ9-THC exposure has been shown to durably alter metabolic, transcriptional, and epigenetic programs in the brain (Bénard et al., 2012; Prini et al., 2018; Szutorisz and Hurd, 2018; Watson et al., 2015). While over the last decades, significant attention has been paid to Δ9-THC’s neurological effects, there is also evidence, albeit more limited, of its impact on reproductive functions (Lo et al., 2022). Data shows CB1 expression in the male and the female reproductive tracts, in the pre-implantation embryo and in the placenta (Lo et al., 2022; Paria et al., 1995). In animal models as well as in humans, exposure to cannabis is associated with reduced fertility, decreased testis weight and sperm count, and impairment of embryo implantation (Lo et al., 2022). In males, these effects are correlated with an alteration of the sperm transcriptome and epigenome (Murphy et al., 2018; Osborne et al., 2020; Schrott and Murphy, 2020). Epidemiological evidence also indicates that Δ9-THC exposure is associated with long-lasting adverse effects, with exposures in parents affecting the offspring (Smith et al., 2020; Szutorisz and Hurd, 2018). Despite this accumulating evidence, the molecular impact and mechanisms of Δ9-THC exposure at the earliest stages of germ cells development remain to be determined.

Progression through states of pluripotency is controlled by metabolic reprogramming in the early mammalian embryo (Verdikt and Allard, 2021; Zhang et al., 2018). Accordingly, cultured pluripotent stem cells (PSCs) exhibiting different developmental potentials are marked by specific metabolic signatures, similar to the ones displayed by their in vivo counterparts in the embryo. For instance, mouse embryonic stem cells (ESCs) are naïve PSCs that are functionally equivalent to the inner cell mass (ICM) of the E3.5 preimplantation mouse blastocyst (Nichols and Smith, 2009). The extended developmental potential of mouse ESCs is associated with their metabolic bivalence, as these cells rely on both glycolysis and oxidative phosphorylation for energy production. Differentiation of naïve ESCs into primed PSCs such as epiblast-like cells (EpiLCs) is accompanied by an important metabolic shift towards aerobic glycolysis, in link with a highly proliferative phenotype and a more restricted developmental potential (Hayashi et al., 2017; Verdikt and Allard, 2021; Zhang et al., 2018). Primordial germ cells (PGCs), the embryonic precursors of gametes in metazoans (Hayashi et al., 2007; Kurimoto and Saitou, 2018), are considered dormant totipotent cells because they possess the unique ability to reacquire totipotency upon fertilization (Hayashi et al., 2017). In the mouse embryo, the precursors to PGCs arise around embryonic day 6.25 (E6.25) from formative pluripotent cells in the epiblast (Kinoshita et al., 2021; Kurimoto and Saitou, 2018). Progressive increase in oxidative phosphorylation correlates with the specification and differentiation from epiblast PSCs towards PGCs, a process that can be replicated in vitro by inducing PGC-like cells (PGCLCs) from EpiLCs (Hayashi et al., 2011; Yao et al., 2022). In particular, the extensive metabolic, transcriptional, and epigenetic reprogramming that PGCs undergo during their development has been proposed to be uniquely sensitive to environmental insults, with potential consequences in the offspring (Verdikt et al., 2022).

Here, we deployed this in vitro differentiation system to investigate the impact of Δ9-THC exposure on early developmental stages. We demonstrate that exposure of ESCs and EpiLCs to Δ9-THC durably alters their metabolome. We reveal that, in the absence of continuous exposure, metabolic memory of Δ9-THC is passed onto the PGCLCs stage leading to transcriptional defects in these cells. Together, our findings highlight the role of metabolic reprogramming as a mechanism for early developmental Δ9-THC exposure.

## Results

### Δ9-THC induces cellular proliferation of mouse embryonic stem cells but not of mouse epiblast-like cells

To model the impact of early Δ9-THC exposure on early embryonic events, we first tested three distinct developmental windows: (1) exposure of ESCs, (2) exposure of EpiLCs, and (3) combined ESCs +EpiLCs exposure (Figure 1A). Cells were either exposed to the vehicle (mock) or exposed to Δ9-THC in a wide dose range of 0.1 nM-100µM, corresponding to the reported physiologically-relevant concentrations of Δ9-THC in cannabis users (Fuchs Weizman et al., 2021; Hunault et al., 2009; Pacifici et al., 2020).

**Figure 1.**
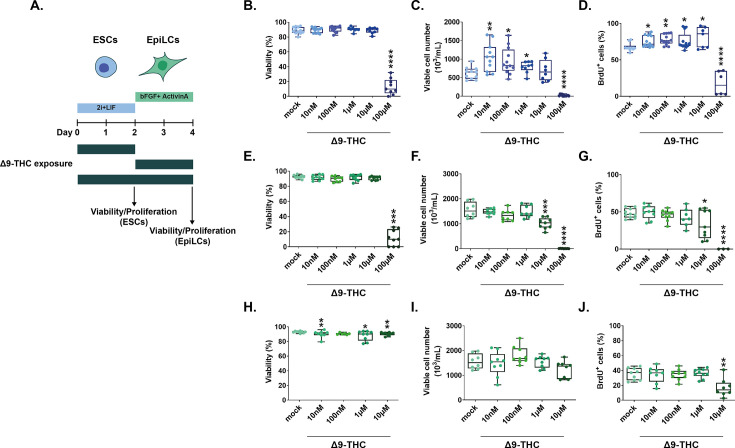
Δ9-THC exposure induces the proliferation of ESCs but not EpiLCs (**A**) Diagram illustrating Δ9-THC exposure scheme and experimental strategy. bFGF: basic fibroblast growth factor, ESCs, embryonic stem cells; EpiLCs, epiblast-like cells; LIF, leukemia inhibitory factor. (**B, E, H**) Whisker boxplot indicating the median cellular viability of stem cells exposed to the different Δ9-THC doses and associated errors. (**C, F, I**) Whisker boxplot indicating the median number of viable cells exposed to the different Δ9-THC doses indicated and associated errors. (**D, G, J**) Whisker boxplot indicating the median percentage of BrdU-stained cells exposed to the different Δ9-THC doses and associated errors. ESCs exposed cells are presented in (**B, C and D**). EpiLCs exposed cells deriving from unexposed ESCs are presented in (**E, F and G**). EpiLCs exposed cells deriving from exposed ESCs are presented in (**H, I and J**). At least three independent biological repeats with three technical replicates (N=3, n=3). Statistical significance: *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001).

**Figure 1—figure supplement 1.**
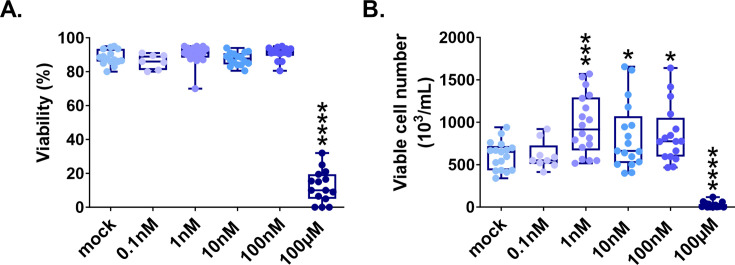
Δ9-THC induces ESCs proliferation for as low as 1 nM. (**A**) Whisker boxplot indicating the median cellular viability of ESCs exposed to the different Δ9-THC doses and associated errors. (**B**) Whisker boxplot indicating the median number of viable cells exposed to the different Δ9-THC doses indicated and associated errors. At least three independent biological repeats with three technical replicates (N=3, n=3). Statistical significance: *(p<0.05), ***(p<0.001), ****(p<0.0001).

**Figure 1—figure supplement 2.**
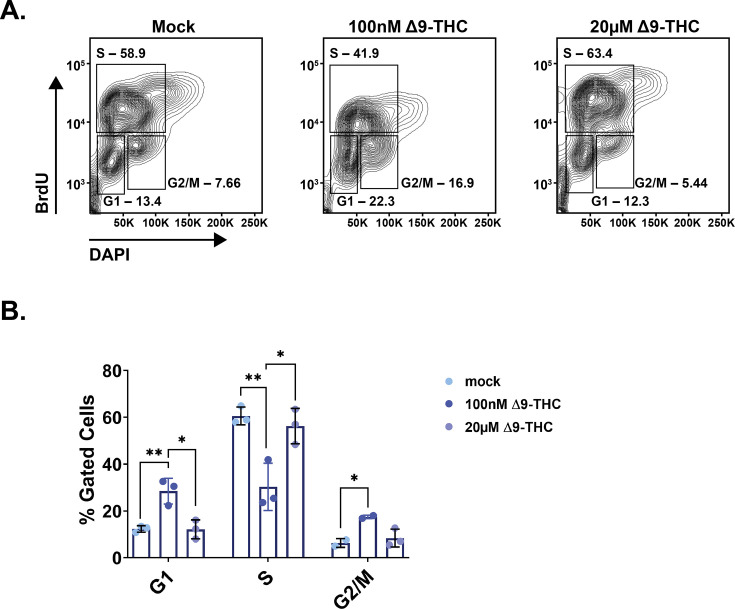
Δ9-THC induces alteration in ESCs cell cycle. (**A**) Representative flow contour plots showing distribution of BrdU-stained and DAPI-stained cells, exposed to the different doses of Δ9-THC indicated. The frequency of events in each gate is indicated. (**B**) The median percentage of events and associated errors for each cell cycle gate were plotted in histograms. At least three independent biological repeats with three technical replicates (N=3, n=3). Statistical significance: *(p<0.05), **(p<0.01).

**Figure 1—figure supplement 3.**
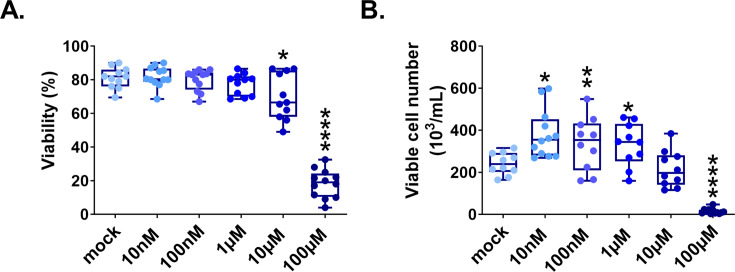
Δ9-THC exposure in male ESCs also provokes cell proliferation. (**A**) Whisker boxplot indicating the median cellular viability of male ESCs (the R8 cell line, see Materials and methods section) exposed to the different Δ9-THC doses and associated errors. (**B**) Whisker boxplot indicating the median number of viable cells exposed to the different Δ9-THC doses indicated and associated errors. At least three independent biological repeats with three technical replicates (N=3, n=3). Statistical significance: *(p<0.05), **(p<0.01), ****(p<0.0001).

**Figure 1—figure supplement 4.**
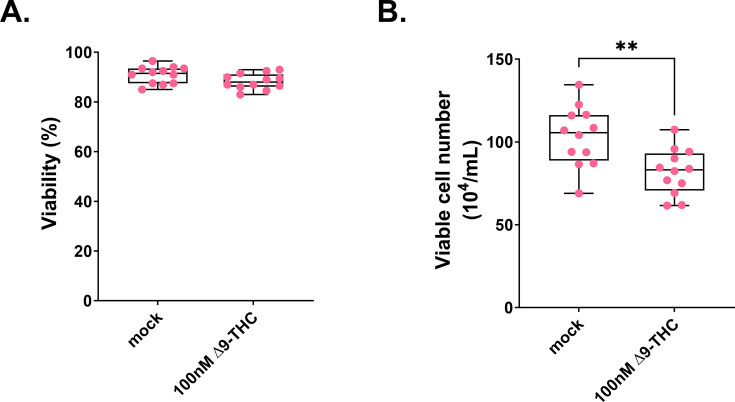
hESCs cell number decreases upon Δ9-THC exposure. (**A**) Whisker boxplot indicating the median cellular viability of human embryonic stem cells continuously exposed to 100 nM Δ9-THC doses over 6 days and associated errors. (**B**) Whisker boxplot indicating the median number of viable cells exposed to 100 nM of Δ9-THC doses indicated and associated errors. For (**A and B**), six technical repeats of two biological repeats (n=12) were plotted. Statistical significance: **(p<0.01).

The viability of ESCs exposed to increasing concentrations of Δ9-THC for 48 hr was not significantly altered until the maximal dose of 100 µM, subsequently serving as a positive control, at which only 13.17% of cells remained alive (Figure 1B, p=5.10^–15^, unpaired T-test). While no significant changes in viability were observed between 10 nM and 1 µM Δ9-THC, the number of viable ESCs significantly increased by 1.69, 1.52 and 1.28-fold, respectively, compared to the mock-treated condition (Figure 1C, p=0.002, p=0.01 and p=0.03 for 10 nM, 100 nM and 1 µM of Δ9-THC, unpaired T-test). Of note, the number of viable ESCs significantly increased for doses of Δ9-THC as low as 1 nM (Figure 1—figure supplement 1 and, 0.59-fold increase, p=0.0005, unpaired T-test), corresponding to doses found in users of ‘light cannabis’ products (Pacifici et al., 2020). To determine whether the increased number of viable cells recovered after Δ9-THC exposure was due to higher proliferation, we performed bromodeoxyuridine (BrdU) labeling experiments. Exposed cells were pulsed with BrdU for 30 min, and its incorporation in actively dividing cells was measured by flow cytometry. The percentage of BrdU-positive ESCs significantly increased between 10 nM and 10 µM of Δ9-THC compared to the mock-treated condition (Figure 1D, p=0.01, p=0.001, p=0.05 and p=0.01 for 10 nM, 100 nM, 1 µM and 10 µM of Δ9-THC, unpaired T-test). Co-staining with DAPI (4′,6-diamidino-2-phenylindole) to analyze the cell cycle showed that, at 100 nM of Δ9-THC, a significantly higher proportion of cells were in the G2/M phase (Figure 1—figure supplement 2 and, 0.76-fold increase, p=0.02, unpaired T-test), consistent with cellular proliferation. Finally, whereas the present data was obtained using female ESCs, the proliferative effect of Δ9-THC exposure on ESCs was also observed in male ESCs (Figure 1—figure supplement 3), suggesting that proliferation is sex-independent.

Next, we derived EpiLCs from unexposed ESCs and performed the same dose-response experiments. Akin to ESCs, Δ9-THC exposure in EpiLCs did not significantly alter cellular viability until the dose of 100 µM (Figure 1E, 11.56% of viable cells, p=1.6^–13^, unpaired T-test). However, contrary to ESCs, Δ9-THC exposure in EpiLCs did not significantly increase the number of viable cells nor the percentage of BrdU-positive cells (Figure 1F and Figure 1G). For the dose of 10 µM of Δ9-THC, viable EpiLCs numbers and BrdU-positive EpiLCs decreased compared to the mock-treated condition (Figure 1F, 1.53-fold decrease, p=0.0007, Figure 1G, 1.42-fold decrease, p=0.0024, unpaired T-test). When continuously exposing ESCs and EpiLCs, cell viability was more significantly and negatively impacted, except at the dose of 100 nM of Δ9-THC (Figure 1H). Deriving EpiLCs from exposed ESCs and exposing them to Δ9-THC for 48 hr did not significantly affect either their cell number nor their incorporation of BrdU (Figure 1I and Figure 1J), indicating that the increased proliferation observed at the ESCs stage is not carried through the naive-to-prime transition.

Finally, we further assessed the impact of Δ9-THC exposure in human pluripotent stem cells. Human embryonic stem cells (hESCs) differ from their murine counterparts, particularly because they resemble a primed pluripotent state, akin to mouse EpiLCs (Weinberger et al., 2016). Cell viability of hESCS continuously exposed to 100 nM of Δ9-THC was not significantly impacted (Figure 1—figure supplement 4A). However, hESCs number was significantly decreased upon Δ9-THC exposure (Figure 1—figure supplements 4B and 1.26-fold decrease, p=0.004, unpaired T-test), in a similar trend as observed with mouse EpiLCs (Figure 1E and Figure 1I).

Together, the systematic testing of different exposure schemes of Δ9-THC in different pluripotent stem cell populations (mouse and human ESCs and mouse EpiLCs) revealed that physiologically relevant doses of Δ9-THC (10 nM-1µM) specifically stimulate the proliferation of mouse ESCs, but not of human ESCs, nor of mouse EpiLCs, whether the latter are derived from exposed ESCs or not.

### Expression of the CB1 receptor does not explain differences in proliferative outcomes

We next sought to understand the source of variation in proliferative outcomes in response to Δ9-THC between naive mouse embryonic stem cells and primed pluripotent epiblast-like cells. Such differential effects have been previously reported, with Δ9-THC eliciting the proliferation of neural progenitors (Galve-Roperh et al., 2013) and of human breast carcinoma cell lines (Takeda et al., 2008) but suppressing the proliferation of activated CD4^+^ T cells (Yang et al., 2016) and of non-small cell lung cancer cells (Preet et al., 2008). In these studies, the differential expression of cannabinoid receptors at the cell surface was proposed to primarily mediate the variation in cellular outcomes.

We therefore first tested whether expression levels of CB1 varied between ESCs and EpiLCs. Western-blot analysis of membrane proteins revealed however that CB1 was expressed at the same levels at the cell surface of both ESCs and EpiLCs (Figure 2A and B). We next determined whether the Δ9-THC-induced proliferative phenotype in ESCs was due to the engagement of the CB1 cannabinoid receptor. To do so, ESCs were pretreated for 1 hr with 1 μM of SR141716 (also known as rimonabant, a specific CB1 blocker [Rinaldi-Carmona et al., 1994]) then exposed to 100 nM or 100 µM of Δ9-THC for 48 hr. Rimonabant pre-treatment did not significantly alter the viability of ESCs compared to conditions exposed to Δ9-THC only (Figure 2C) but abolished Δ9-THC-induced ESCs increased cell number at 100 nM Δ9-THC (Figure 2D, 1.53-fold decrease, p=1.66^–05^, when comparing 100 nM of Δ9-THC+/-1 µM of SR141716, unpaired T-test). Notably, SR141716 pre-treatment, while not altering cell viability, reduced cell number compared to control, suggesting a basal role for CB1 in promoting proliferation.

**Figure 2.**
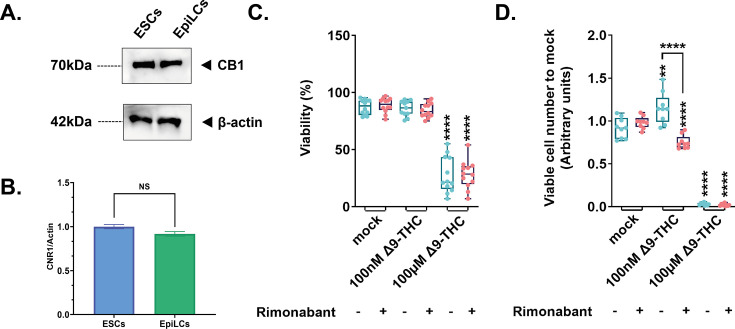
Implication of the CB1 receptor in the proliferative phenotype. (**A**) Western blot analysis of transmembrane protein extracts of ESCs or EpiLCs. Antibodies raised against CB1 or β-actin serving as a loading control were used for immunoblotting. (**B**) Quantification of the gel presented in (**A**) was done using Image Studio (version 5.2). (**C**) Whisker boxplot indicating the median cellular viability of stem cells exposed to the different Δ9-THC and rimonabant doses indicated and their associated errors. (**D**) The median numbers of viable cells exposed to the different Δ9-THC and rimonabant doses indicated were normalized to their own control (+/-rimonabant). Median and associated errors were plotted in whisker boxplots. At least three independent biological repeats with three technical replicates (N=3, n=3). Statistical significance: **(p<0.01), ****(p<0.0001). Figure 2—source data 1.Western blot data for CB1 and β-actin Raw blots from Figure 2A are presented.

Thus, the expression of CB1 at the cell surface does not explain the differential impact of Δ9-THC on ESC and EpiLC proliferation even if CB1 engagement is a required event for this effect in ESCs.

### Δ9-THC exposure increases glycolysis in ESCs and EpiLCs

In the central nervous system, Δ9-THC is a known metabolic perturbator which increases bioenergetic metabolism (Bartova and Birmingham, 1976; Bénard et al., 2012). As mentioned above, the transition of naïve ESCs into the primed state of EpiLCs is accompanied by a switch to glycolysis for energy production (Hayashi et al., 2017; Verdikt and Allard, 2021). Thus, to capture the impact of Δ9-THC at every point of their transition between metabolic states, we used the continuous exposure scheme of ESCs and EpiLCs outlined in Figure 1H–J. Similar to our other exposure schemes, at lower Δ9-THC doses, the proliferation of ESCs was observed but not of EpiLCs. We performed these exposures in a wide Δ9-THC dose range (10 nM-10µM) followed by bioenergetics assessment (Figure 3A).

**Figure 3.**
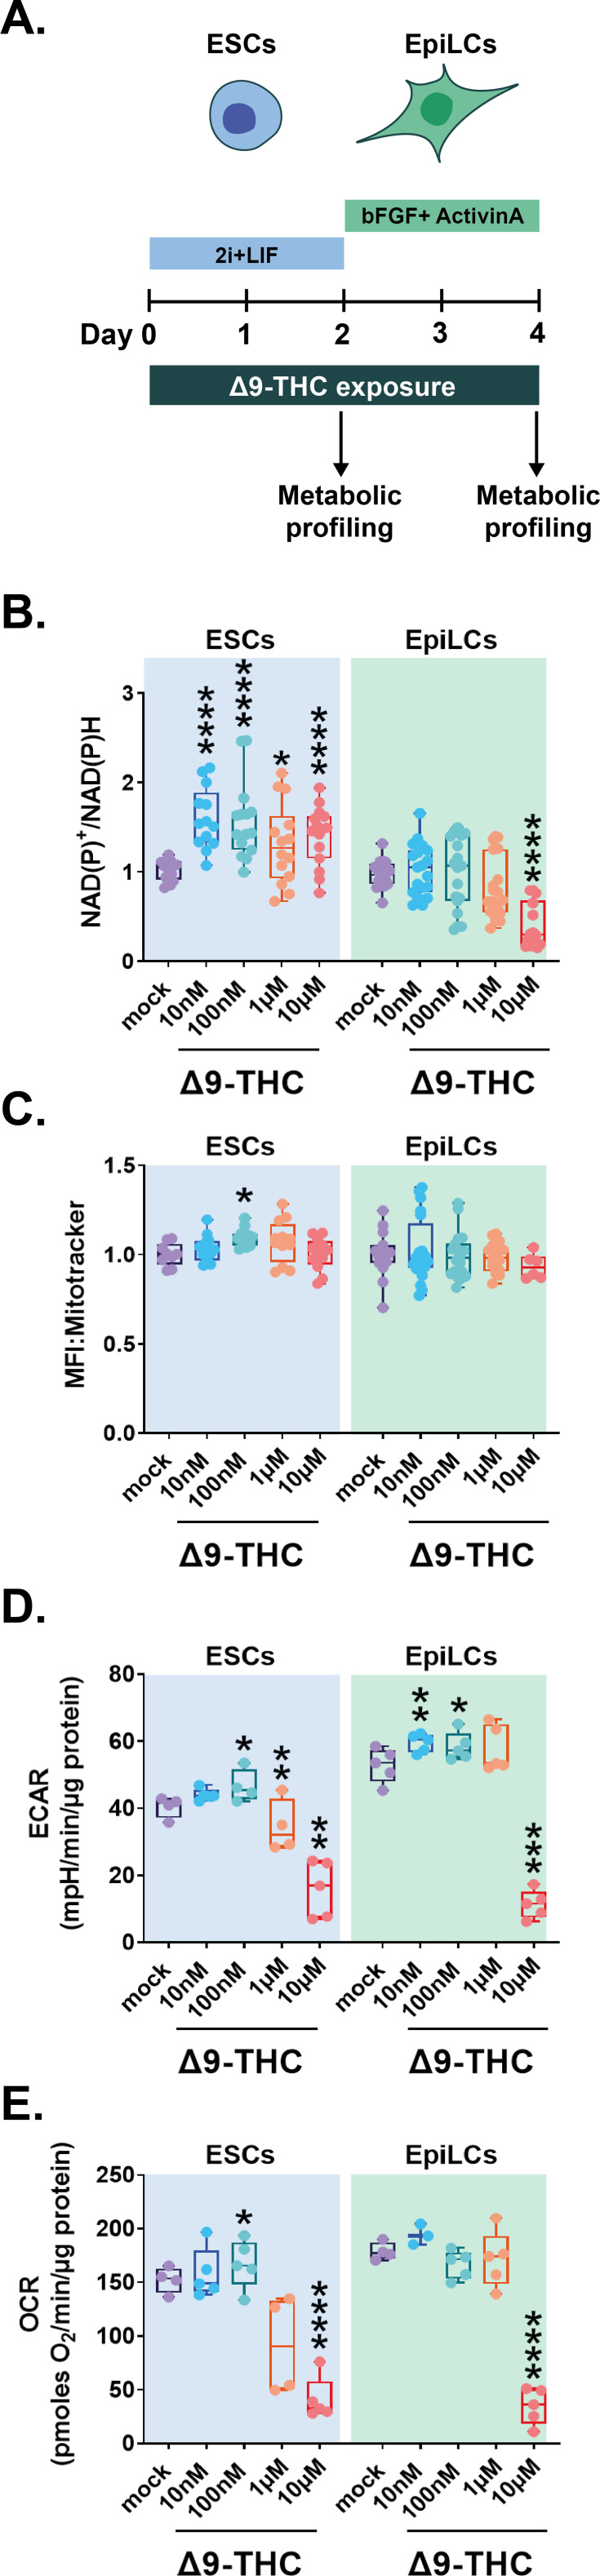
Δ9-THC exposure provokes an increase in glycolytic rates in ESCs and EpiLCs. (**A**) Diagram illustrating Δ9-THC exposure scheme and experimental strategy. (**B**) The NAD(P)+/NADPH ratio of stem cells exposed to the different Δ9-THC doses was normalized to the one measured in the mock-treated condition. Median and associated errors were plotted in whisker boxplots. (**C**) Mean fluorescence intensity (MFI) associated with the Mitotracker CMXRos stain was normalized to the one measured in the mock-treated condition. Median and associated errors were plotted in whisker boxplots. (**D**) Median and associated error of the maximal extracellular acidification rate (ECAR) measured in cells exposed to the different Δ9-THC doses and normalized to the protein content was plotted in whisker boxplots. (**E**) Median and associated error of the maximal oxygen consumption rate (OCR) measured in cells exposed to the different Δ9-THC doses and normalized to the protein content was plotted in whisker boxplots. For (**B and C**), 5 technical repeats of 3 biological repeats (n=15) were plotted. One representative experiment out of three independent experiments was used to plot results in (**D and E**). Statistical significance: *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001).

**Figure 3—figure supplement 1.**
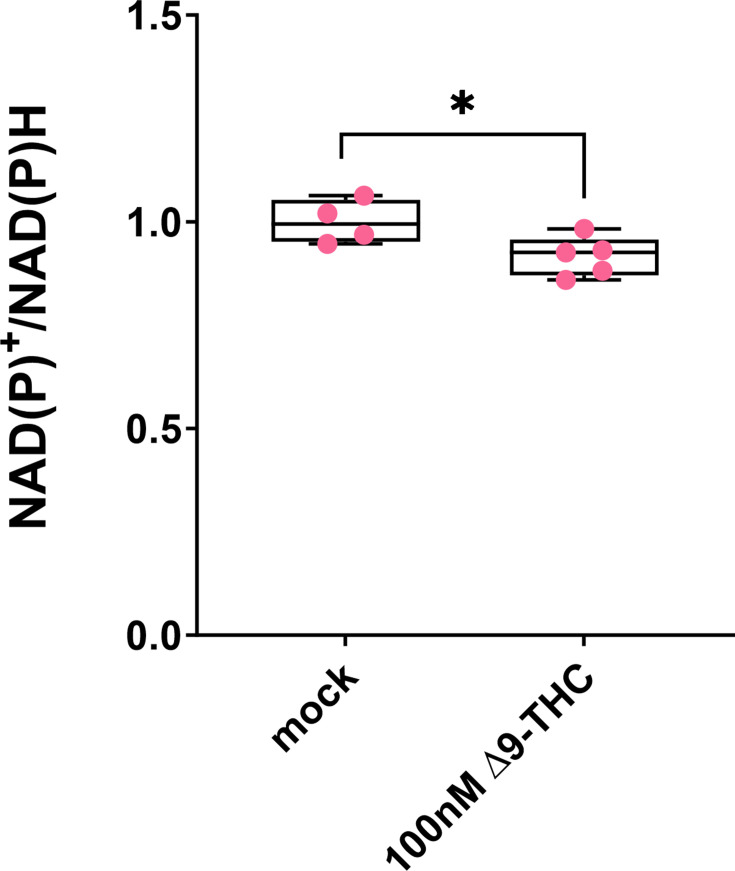
hESCS metabolism is slightly but significantly impacted by Δ9-THC exposure. The NAD(P)+/NADPH ratio of hESCs exposed to 100 nM of Δ9-THC was normalized to the one measured in the mock-treated condition. Median and associated errors were plotted in whisker boxplots. Five exposure experimental replicates were plotted. Statistical significance: *(p<0.05).

**Figure 3—figure supplement 2.**
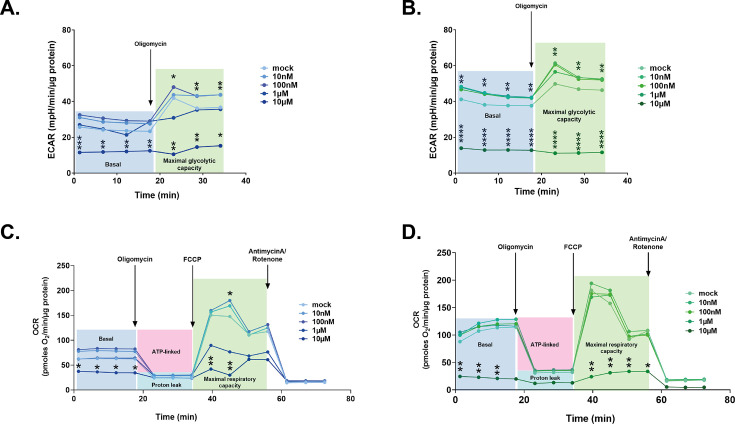
Extracellular acidification rates and oxygen consumption rates in ESCs and EpiLCs upon Δ9-THC exposure. (**A and B**) Traces were plotted for the extracellular acidification rate (ECAR) measurements in ESCs and EpiLCs, respectively, exposed to the different Δ9-THC doses indicated and normalized to the protein content. The oligomycin injection time is indicated by an arrow and allows to differentiate basal glycolytic rate from maximal glycolytic rate (when mitochondria are inhibited). The datapoints used in the main figure correspond to the first timepoint in the maximal glycolytic capacity section. (**C and D**) Traces were plotted for the oxygen consumption rate (OCR) measurements in ESCs and EpiLCs, respectively, exposed to the different Δ9-THC doses indicated and normalized to the protein content. The oligomycin, FCCP and AntimycinA/Rotenone injection times are indicated by arrows and allow to differentiate basal respiration from ATP-coupled respiration and maximal respiratory capacity. The datapoints used in the main figure correspond to the second timepoint in the maximal respiratory capacity section. FCCP: Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone. Groups and repeats are as described in Figure 3. Statistical significance: *(p<0.05), **(p<0.01), ****(p<0.0001).

First, we assessed the global energy metabolism of exposed cells by measuring the nicotinamide adenine dinucleotide (phosphate) couple ratios (NAD(P)+/NAD(P)H) using the WST-1 assay. In ESCs, the ratio of NAD(P)+/NAD(P)H significantly increased 1.57, 1.54, 1.29, and 1.38 -fold, for 10 nM, 100 nM, 1 µM, and 10 µM of Δ9-THC, respectively, compared to the mock-treated condition (Figure 3B, p=2.87^–06^, p=8.01^–05^, p=0.03, and p=0.0003 for 10 nM, 100 nM, 1 µM and 10 µM of Δ9-THC, unpaired T-test). In contrast, no significant increase was observed in NAD(P)+/NAD(P)H ratios in exposed EpiLCs (Figure 3B). Consistent with the impact of continuous Δ9-THC exposure on EpiLCs viability (Figure 1H), the NAD(P)+/NAD(P)H ratios significantly decreased at 10 µM of Δ9-THC in EpiLCs (Figure 3B, 59% decrease for 10 µM of Δ9-THC compared to the mock-treated condition, p=6.55^–09^, unpaired T-test). Of note, the NAD(P)+/NAD(P)H ratios were slightly but significantly decreased at 100 nM of Δ9-THC in hESCs (Figure 3—figure supplement 1, 0.09-fold decrease, p=0.04, unpaired T-test), in agreement with the deleterious effect of Δ9-THC on cell number (Figure 1—figure supplement 4B).

Because the elevated NAD(P)+/NAD(P)H levels in Δ9-THC-exposed mouse ESCs could indicate increased mitochondrial activity in the context of oxidative phosphorylation (Locasale and Cantley, 2011), we next studied changes in the mitochondrial membrane potential of exposed cells using the Mitotracker CMXRos fluorescent dye (Pendergrass et al., 2004). A significant increase in mean fluorescence intensity (MFI) associated with the mitochondrial stain was observed at 100 nM of Δ9-THC in ESCs (Figure 3C, p=0.02, unpaired T-test), indicating that, at this dose, the observed increase in NAD(P)+/NAD(P)H could be explained by higher mitochondrial membrane potential. By contrast, no change in EpiLCs’ mitochondrial activity was detected (Figure 3C), consistent with these cells relying on glycolysis for energy production (Hayashi et al., 2017; Verdikt and Allard, 2021).

Changes in mitochondrial activity in ESCs upon Δ9-THC exposure, although significant, remained modest and are unlikely to be the sole contributor to the more significant increase in NAD(P)+/NAD(P)H upon exposure. Thus, we performed an in-depth analysis of the differential impact of Δ9-THC on ESCs and EpiLCs bioenergetics by measuring both glycolysis (extracellular acidification rate, ECAR) and mitochondrial respiration (oxygen consumption rate, OCR) using a Seahorse bioanalyzer. At 100 nM of Δ9-THC, the maximal glycolytic capacity of both ESCs and EpiLCs increased significantly (Figure 3D, 15% increase, p=0.03 and 22% increase, p=0.03 for ESCs and EpiLCs, respectively, compared to the mock-treated condition, unpaired T-test). In both cell types, a significant decrease in glycolytic capacity was observed at 10 µM of Δ9-THC (Figure 3D, 39.8% reduction, p=0.0006 and 44.8% reduction, p=0.0001, for ESCs and EpiLCs, respectively, compared to the mock-treated condition, unpaired T-test). Of note, the maximal glycolytic capacity of EpiLCs in the untreated condition was higher than the one of ESCs, in agreement with their metabolic shift towards aerobic glycolysis (Figure 3D, 7.88% higher ECAR rate in mock-treated EpiLCs compared to mock-treated ESCs, p=0.03, unpaired T-test). As a consequence, Δ9-THC exposure significantly impacted more glycolysis in EpiLCs than ESCs, both in basal capacity and upon mitochondrial inhibition by oligomycin (Figure 3—figure supplement 2A and B). In addition, at 100 nM of Δ9-THC, the maximal respiratory capacity of ESCs was significantly increased compared to the mock-treated condition (Figure 3E, 21.8% increase, p=0.03, unpaired T-test). This increase was observed only for the maximal respiratory capacity of ESCs, but not for basal respiration, nor for ATP-linked respiration (Figure 3—figure supplement 2C), suggesting that Δ9-THC impact on mitochondrial respiration does not support increased energetic production. In agreement with EpiLCs’ metabolic shift towards a glycolytic phenotype, increasing doses of Δ9-THC did not alter their maximal respiratory capacity (Figure 3E), nor their global oxygen consumption rate (Figure 3—figure supplement 2D). In both cell types, a significant decrease in oxygen consumption rate was observed at 10 µM of Δ9-THC (Figure 3E and Figure 3—figure supplement 2C and Figure 1D).

Together, our analysis of cellular bioenergetics following Δ9-THC exposure showed an increased glycolytic rate in ESCs that was also observed in EpiLCs. However, the increased oxygen consumption and the associated increase in mitochondrial activity were observed only in ESCs following exposure to 100 nM of Δ9-THC, likely for the oxidization of the accumulating pyruvate generated from glycolysis.

### Δ9-THC-induced increase in glycolysis supports anabolism and ESC proliferation

Because our data indicated that the impact of Δ9-THC exposure on stem cells’ bioenergetics did not result in greater ATP production, we next sought to characterize the global metabolic impact of Δ9-THC in these cells. ESCs and EpiLCs were continuously exposed to 100 nM Δ9-THC and intracellular metabolites were detected and quantified by mass spectrometry (Figure 4A–E). To explore the metabolic signatures in the different samples, we performed a global principal component analysis (PCA) (Figure 4B). All samples clustered in well-defined groups of replicates, both by cell type on the first principal component (accounting for 65.81% of the variation) and by Δ9-THC exposure on the second principal component (accounting for 20.83% of the variation). Of the 126 metabolites detected in ESCs, 39 were significantly upregulated (Figure 4C and Figure 4—figure supplement 1A) and only two metabolites – NAPDH and Adenine – were significantly downregulated. Of the 138 metabolites detected in EpiLCs, 95 were significantly upregulated (Figure 4C and Figure 4—figure supplement 1B) and only one metabolite – NAPDH – was significantly downregulated. In agreement with the PCA, the overlap of over-expressed metabolites in response to Δ9-THC exposure was important between the two stem cell populations (Figure 4C, accounting for 79.49% and 32.63% of all upregulated metabolites in ESCs and EpiLCs, respectively). The functional interpretation of the significantly upregulated metabolites confirmed the Δ9-THC-associated increase in energy metabolism in the two stem cell populations. Indeed, amongst the 25 metabolic pathways upregulated, pyruvate metabolism and glycolysis were detected in both ESCs and EpiLCs (Figure 4D and Figure 4E, respectively). Increased mitochondrial respiration was also seen in ESCs with the enrichment of (ubi)quinone metabolism, indicating an increased synthesis of ubiquinone that serves as an electron carrier in oxidative phosphorylation. Of note, metabolite measurements showed that the ratio of glutathione in its reduced to oxidated form (GSH/GSSG) was unchanged in both stem cell types in response to Δ9-THC (Figure 4—figure supplement 1C), suggesting that the increased mitochondrial respiration does not cause an overt elevation of oxidative stress. Importantly, and in agreement with the PCA, in both ESCs and EpiLCs, Δ9-THC exposure elicited an increase in metabolic pathways that feed anabolic reactions, in particular contributing to the synthesis of amino acids (tyrosine, tryptophan, arginine, alanine, valine, (iso)leucine, etc.), nucleotides (‘Pyrimidine metabolism’, ‘Purine metabolism’), NAD(P)+ (‘Nicotinate and nicotinamide metabolism’) and fatty acids (‘Butanoate metabolism’; Figure 4D and Figure 4E).

**Figure 4.**
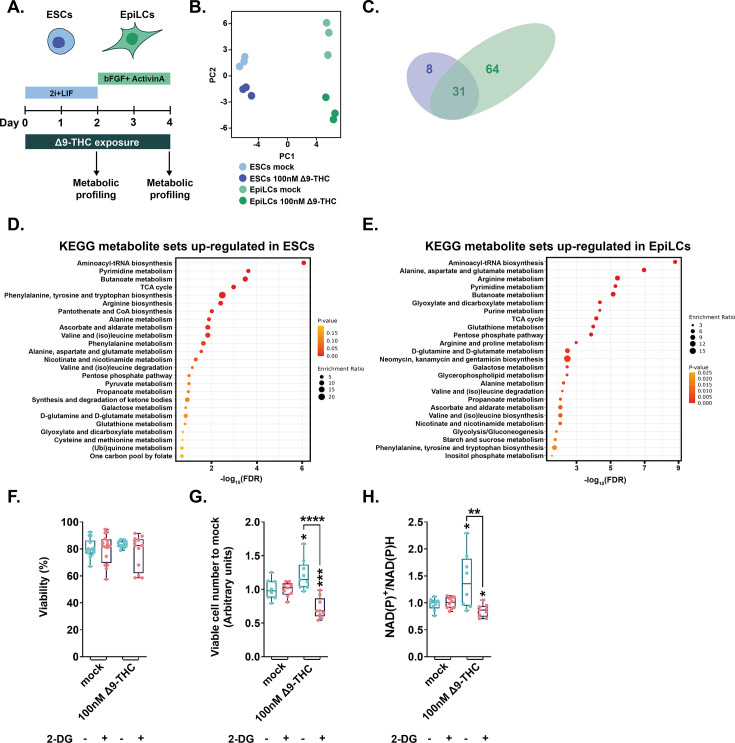
Δ9-THC-induced glycolysis sustain anabolism and ESCs proliferation (**A**) Diagram illustrating Δ9-THC exposure scheme and experimental strategy. (**B**) PCA of the metabolomics profiling of either ESCs or EpiLCs mock-exposed or exposed to 100 nM Δ9-THC. (**C**) Venn diagram showing the overlap in upregulated metabolites following Δ9-THC exposure in ESCs and EpiLCs. (**D and E**) KEGG metabolite sets enrichment analysis for upregulated metabolites in ESCs and EpiLCs, respectively, performed by MetaboAnalyst (Pang et al., 2022). *KEGG*, Kyoto Encyclopedia of Genes and Genomes. (**F**) Whisker boxplot indicating the median cellular viability of stem cells exposed to 100 nM of Δ9-THC and 10 mM of 2-DG, as indicated, and their associated errors. (**G**) The median numbers of viable cells exposed to 100 nM of Δ9-THC and 10 mM of 2-DG, as indicated, were normalized to their own control (+/-2 DG). Median and associated errors were plotted in whisker boxplots. (**H**) The NAD(P)+/NADPH ratio of stem cells exposed to 100 nM of Δ9-THC and 10 mM of 2-DG, as indicated, was normalized to the one measured in the mock-treated condition (+/-2 DG). Median and associated errors were plotted in whisker boxplots. At least three independent biological repeats with three technical replicates (N=3, n=3). Statistical significance: *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001).

**Figure 4—figure supplement 1.**
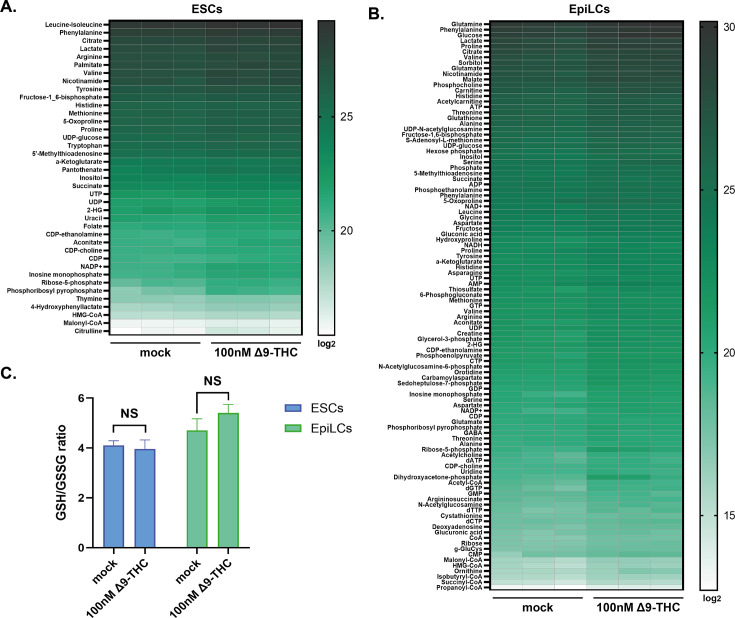
Metabolite profiling in ESCs and EpiLCs upon Δ9-THC exposure. (**A and B**) Heatmaps showing the log2 of the amount of each metabolite upregulated in ESCs and EpiLCs upon exposure to 100 nM of Δ9-THC. The relative amounts of metabolites were normalized to the mean value across all samples for one same condition and to the number of viable cells harvested in parallel on a control plate. (**C**) Histograms showing the ratio of reduced to oxidized glutathione (GSH/GSSG) based on the amounts measured in the metabolomics profiling. N=3, n=3.

**Figure 4—figure supplement 2.**
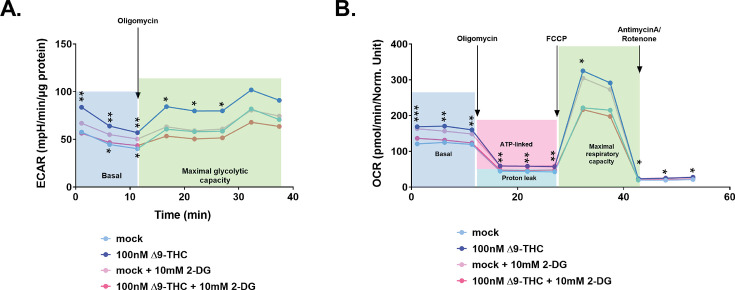
Extracellular acidification rates and oxygen consumption rates in ESCs upon Δ9-THC and 2-DG exposure. (**A**) Traces were plotted for the extracellular acidification rate (ECAR) measurements in ESCs exposed to 100 nM of Δ9-THC and 10 mM of 2-DG, as indicated, and normalized to the protein content. The oligomycin injection time is indicated by an arrow and allows to differentiate basal glycolytic rate from maximal glycolytic rate (when mitochondria are inhibited). (**B**) Traces were plotted for the oxygen consumption rate (OCR) measurements in ESCs exposed to 100 nM of Δ9-THC and 10 mM of 2-DG, as indicated, and normalized to the protein content. The oligomycin, FCCP and AntimycinA/Rotenone injection times are indicated by arrows and allow to differentiate basal respiration from ATP-coupled respiration and maximal respiratory capacity. FCCP: Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone. Statistical significance: *(p<0.05), **(p<0.01). N=3, n=3.

Extensive metabolic profiling of ESCs and EpiLCs upon Δ9-THC exposure thus indicated that the increased glycolytic rates in both stem cell populations, rather than provoking an increased production of energy under the form of ATP, participated in increased anabolism. Such increased anabolism could explain the proliferation observed in ESCs upon Δ9-THC exposure. To test this hypothesis, we exposed ESCs to 100 nM of Δ9-THC for 48 hr as above but 24 hr before the harvest, cells were exposed to 10 mM of 2-deoxyglucose (2-DG), an inhibitor of glycolysis (Barban and Schulze, 1961). Despite increasing the energy stress (Figure 4—figure supplement 2), inhibition of glycolysis by 2-DG did not significantly impact viability over this shorter time frame and at this concentration (Figure 4F). Importantly, glycolytic inhibition by 2-DG abrogated the Δ9-THC-induced increase in both cell number and NAD(P)+/NAD(P)H levels (Figure 4G and Figure 4H, 1.39-fold reduction and p=5.56^–05^ and 1.68-fold reduction and p=0.0064, respectively, when comparing 100 nM of Δ9-THC+/-10 mM 2-DG, unpaired T-test). Thus, exposure to Δ9-THC increases anabolism in both ESCs and EpiLCs, however, this increased anabolism only supports cellular proliferation in ESCs.

### Δ9-THC exposure is associated with the upregulation of genes involved in anabolic pathways in ESCs but not in EpiLCs

Our data shows that Δ9-THC exposure increases anabolic pathways in both ESCs and EpiLCs and that this causes the proliferation of ESCs but not of EpiLCs. We thus next examined whether this differential impact of Δ9-THC on ESCs and EpiLCs was mirrored by a change in these cells’ transcriptomes. 

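The RNA-seq data cover 12 libraries, 3 biological replicates in each of 4 groups. Mouse ESCs that carry fluorescent reporters of germline genes were sampled at day 2 of the exposure scheme of Figure 5A, and the EpiLCs derived from them at day 4. In each cell type, 3 cultures received Δ9-THC at 100 nM and 3 received the vehicle. The authors prepared libraries from poly(A) RNA with either of 2 kits, without naming the libraries made with each in the paper's text, and sequenced both ends of the fragments. They aligned the reads with STAR and kept reads that mapped to a single place. The methods name the genome both as mm10 and as GRCm39, which are different builds. The authors counted reads over the exons of each gene with HTSeq, without regard to strand, and removed genes with low counts. They then adjusted the counts for batch effects with ComBat-seq, and the paper's text does not name the batches. The deposited tables, a separate one for each cell type, hold these adjusted counts as whole numbers that are not scaled for library size. The total of the adjusted counts ranged from 26912806 to 32096698 in vehicle ESCs (median 28078474) and from 24103915 to 30529527 in ESCs exposed to Δ9-THC (median 24295632). In EpiLCs it ranged from 23427551 to 32078776 with the vehicle (median 28703078) and from 25090577 to 28633296 with Δ9-THC (median 26105319). From these tables, counts were scaled with the TMM method and each cell type was tested separately with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. All 13104 genes of the ESC table and all 13717 genes of the EpiLC table had a total of more than 10 counts and were tested. Expression is given as CPM, the counts of a gene scaled to its library's size, with the SD between 3 replicates. These SDs describe counts from which the authors had already removed variation between libraries, so they do not give the variation of the cultures themselves. Gene positions are those of the GENCODE M21 annotation of GRCm38 and did not enter the counts.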

To this aim, we performed RNA-sequencing (RNA-seq) on ESCs and EpiLCs continuously exposed to 100 nM Δ9-THC or to the vehicle control (Figure 5A).

**Figure 5.**
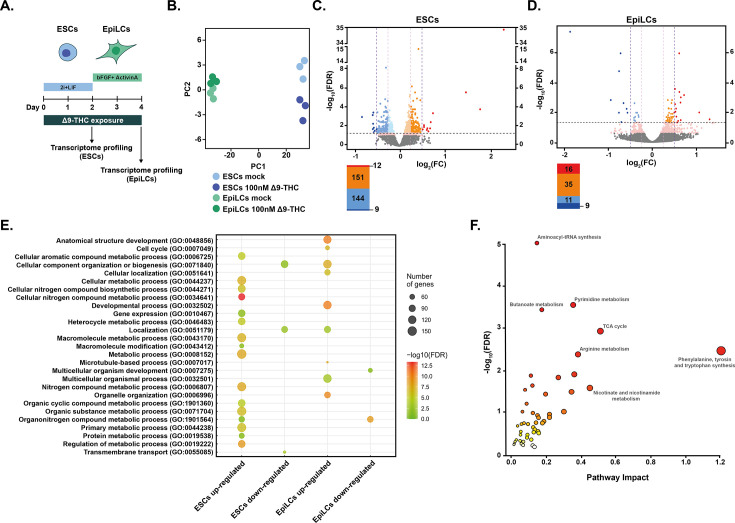
Metabolic changes following Δ9-THC exposure in ESCs are transcriptionally encoded. (**A**) Diagram illustrating Δ9-THC exposure scheme and experimental strategy. (**B**) PCA of the transcriptomics profiling of either ESCs or EpiLCs mock-exposed or exposed to 100 nM Δ9-THC. (**C and D**) Volcano plot in ESCs and EpiLCs, respectively, showing significance [expressed in log_10_(adjusted p-value or false-discovery rate, FDR)] versus fold-change [expressed in log2(fold-change, FC)]. Thresholds for significance (adjusted p-value ≤0.05) and gene expression fold-change [|(log2(FC))|>0.25 or |log2(FC)|>0.5] are shown as dashed lines. Color code is as follows: log2(FC) >0.5 in red, log2(FC) >0.25 in orange, log2(FC) >0 in light orange, log2(FC) <0 in light blue, log2(FC) >−0.25 in blue, log2(FC) >0.5 in dark blue and p-value <0.01 in pink. (**E**) Gene ontology (GO) terms associated with up- and downregulated DEGs [|(log2(FC)|>0.25 and p<0.01)] in ESCs and EpiLCs as determined by g:Profiler (Raudvere et al., 2019). (**F**) Joint pathway analysis performed by the multi-omics integration tool of MetaboAnalyst (Pang et al., 2022). The p-values were weighted based on the proportions of genes and metabolites at the individual pathway level.

**Figure 5—figure supplement 1.**
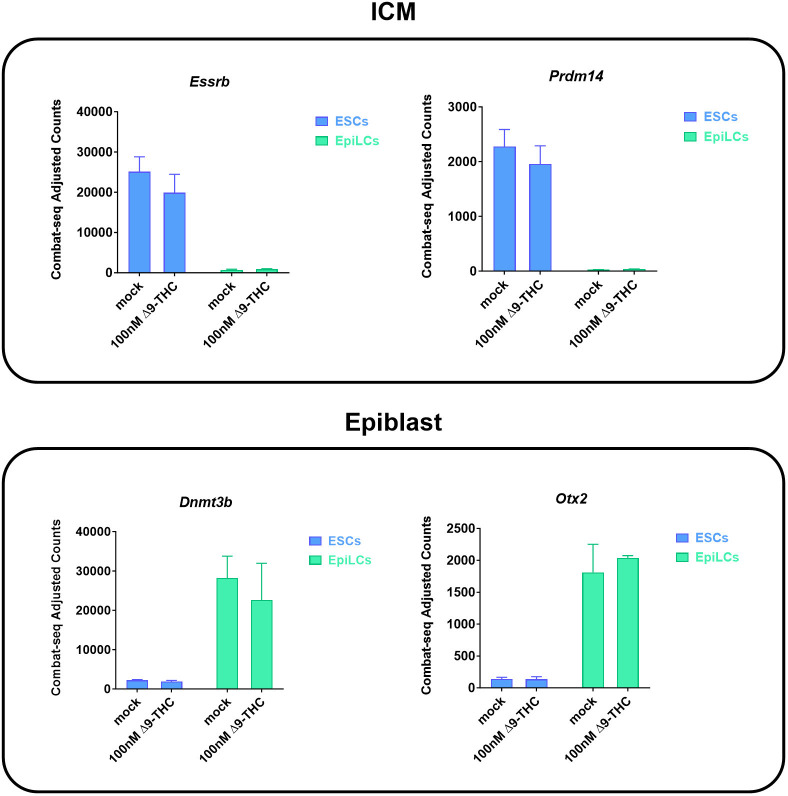
Δ9-THC exposure does not alter markers of pluripotency. Gene expression profiles of markers for the inner cell mass (ICM) and epiblast. Histograms show the median and associated errors of normalized gene counts in each condition, as indicated.

**Figure 5—figure supplement 2.**
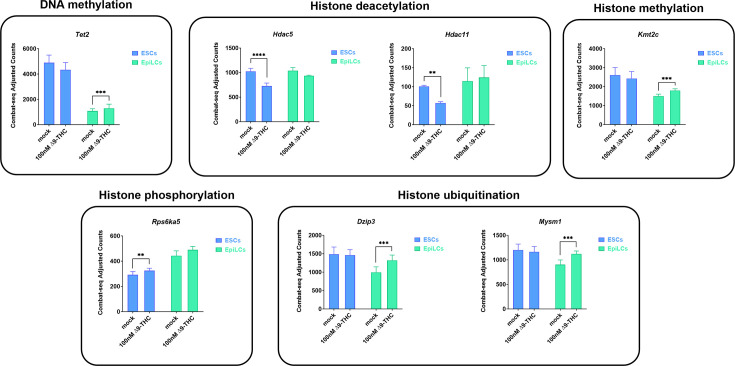
Δ9-THC exposure alters the expression of some epigenetic modifiers. Histograms show the median and associated errors of normalized gene counts in each condition, as indicated. Only genes with |(log2(FC)|>0.25) and p-value <0.01 from Supplementary file 1 were plotted. Statistical significance: **(p<0.01), ***(p<0.001), ****(p<0.0001).

Unsupervised exploration of the global transcriptome by PCA revealed that the vast majority of data variation could be attributed to the cell type (PC1, accounting for 98% of the variation) rather than to Δ9-THC exposure (PC2, accounting for 1% of the variation, Figure 5B). In addition, mining for the expression of pluripotency markers after Δ9-THC exposure suggested that Δ9-THC does not appear to influence the differentiation dynamics from ESCs to EpiLCs (Figure 5—figure supplement 1). 

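The principal components were computed here from log2 CPM of the 500 most variable genes over the 12 libraries, with a prior count of 2. PC1 held 98.2% of the variance, PC2 0.514% and PC3 0.385%. The authors adjusted the tables of the 2 cell types separately, so the levels along PC1 also carry any difference between those adjustments. Along PC1, the ESC libraries lay between -37.1 and -34.8 and the EpiLC libraries between 35.0 and 36.9. On PC2, vehicle ESCs had a mean score of -2.41 ± 2.85 (SD, n = 3) and exposed ESCs 2.40 ± 2.92 (SD, n = 3; two-sided exact permutation test, p = 0.2). The scores of EpiLCs on PC2 were 0.06 ± 1.75 with the vehicle and -0.06 ± 1.82 with Δ9-THC (exact permutation test, p = 0.7). The groups of ESCs were separate on PC3, at 1.49 ± 0.56 with the vehicle and -1.47 ± 0.69 with Δ9-THC (exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). None of the 6 such comparisons on PC1 to PC3 passed, with Benjamini-Hochberg adjusted values of 0.6 to 0.8 from these exact tests. The tests take the libraries as independent, which same-numbered libraries of the adjusted tables are not. With all genes in place of the 500 most variable, PC1 held 89.9% of the variance and PC2 3.08%.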

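The markers of the inner cell mass in the figure supplement include Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) and Prdm14 (ENSMUSG00000042414, chromosome 1 from 13113457 to 13127163). Esrrb had 887 ± 9.61 CPM (SD, n = 3) in vehicle ESCs and 828 ± 8.42 in exposed ESCs, a log2(fold-change) of -0.10 (SE 0.025, edgeR, Benjamini-Hochberg adjusted p = 0.0600). Its level in EpiLCs was 28.1 ± 3.97 with the vehicle and 34.2 ± 4.67 with Δ9-THC, a log2(fold-change) of 0.28 (SE 0.14, edgeR, Benjamini-Hochberg adjusted p = 0.390). Prdm14 had a log2(fold-change) of -0.0036 in ESCs (SE 0.040, edgeR, Benjamini-Hochberg adjusted p = 0.967), with either sign among the fits without 1 library. In EpiLCs its level was low, with a mean of 25.3 counts per library with the vehicle and 37.3 with Δ9-THC, and a log2(fold-change) of 0.60 (SE 0.17, edgeR, Benjamini-Hochberg adjusted p = 0.216). Of the epiblast markers, Dnmt3b (ENSMUSG00000027478, chromosome 2 from 153649450 to 153687730) rose from 76.9 ± 3.88 CPM in vehicle ESCs to 932 ± 151 in vehicle EpiLCs, levels that come from tables adjusted separately. Its log2(fold-change) with Δ9-THC was -0.042 in ESCs (SE 0.052, edgeR, Benjamini-Hochberg adjusted p = 0.633) and -0.025 in EpiLCs (SE 0.16, edgeR, Benjamini-Hochberg adjusted p = 0.958). Otx2 (ENSMUSG00000021848, chromosome 14 from 48657677 to 48673819) had a log2(fold-change) of 0.22 in ESCs (SE 0.069, edgeR, Benjamini-Hochberg adjusted p = 0.122) and 0.052 in EpiLCs (SE 0.15, edgeR, Benjamini-Hochberg adjusted p = 0.896). The signs for Dnmt3b and Otx2 in EpiLCs also changed when 1 library was left out, with ranges of -0.16 to 0.078 and -0.080 to 0.15. Removing the trends of each library with GC content and gene length changed the sign for Prdm14 and Dnmt3b in ESCs, to 0.011 and 0.018. Among 14 markers of naive pluripotency, 11 were lower in exposed ESCs and 10 were higher in exposed EpiLCs. Tested as sets with limma's camera at a preset correlation of 0.01, the naive markers (Benjamini-Hochberg adjusted p = 0.169 in ESCs and 0.213 in EpiLCs) and the primed markers (0.495 and 0.497) did not pass, and neither did with fry or with an estimated correlation between genes. The naive markers passed as lower in ESCs with the statistics of DESeq2 and without vehicle replicate 1 (Benjamini-Hochberg adjusted p with camera 0.0347 and 0.0452, over all alternatives 0.0347 to 0.860). They passed as higher in EpiLCs with the replicate number as a block together with removal of the trends, and without vehicle replicate 3 or Δ9-THC replicate 3 (camera, 0.0479, 0.0389 and 0.0428, over all alternatives 0.0389 to 0.763).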

We identified a low number of differentially expressed genes (DEGs) in both ESCs and EpiLCs (Figure 5C and Figure 5D, respectively), indicating that Δ9-THC exposure only moderately impacts ESC and EpiLC transcriptomes. 

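In ESCs, 906 of the genes tested had an adjusted p-value of at most 0.05, 441 of them higher and 465 lower with Δ9-THC. The smallest adjusted p-value was 0.0118 (edgeR, Benjamini-Hochberg). The median size of the log2(fold-change) among these 906 genes was 0.23. An unadjusted p-value under 0.05 was found for 3761 genes, 28.7% of those tested. For 4278 genes (32.6%), the 3 exposed libraries all lay on the same side of the 3 vehicle libraries. Chance gives 10% where libraries are independent, but 24.2% to 25.8% of genes in simulated libraries without an effect that were adjusted with the replicate number as the batch and whose genes varied independently. Such tables whose genes varied only along shared axes, apart from counting error, had shares of 2.14% to 78.8%. Of these 30 tables, 9 reached the observed share. The count of 906 genes rested on all 6 libraries. With any single library left out, 0 genes passed in 4 fits and 1 gene, ENSMUSG00000119584, in the fits without vehicle replicate 2 or without Δ9-THC replicate 2, while 2742 to 3746 genes had an unadjusted p-value under 0.05. With the replicate number as a block, 5 genes passed, all of them higher with Δ9-THC, and 1454 genes had an unadjusted p-value under 0.05.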

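Among the genes of ESCs with an adjusted p-value of at most 0.05, the log2(fold-change) was over 0.5 for 47 genes and under -0.5 for 57. The largest increases among genes whose groups did not overlap were in ENSMUSG00000119584, mt-Tp, ENSMUSG00002076161, Lars2 and Hist1h1d. ENSMUSG00000119584, which is not in the annotation used here and held 0.418% to 3.97% of the counts in the EpiLC libraries, with overlapping groups, had 5663 ± 869 CPM (SD, n = 3) with the vehicle and 27969 ± 4054 with Δ9-THC. Its log2(fold-change) was 2.30 (SE 0.15, edgeR, Benjamini-Hochberg adjusted p = 0.0118). Lars2 (ENSMUSG00000035202), on chromosome 9 from 123366927 to 123462666, encodes the mitochondrial leucyl-tRNA synthetase. It had 170.0 ± 35.8 CPM with the vehicle and 471 ± 96.7 with Δ9-THC, a log2(fold-change) of 1.47 (SE 0.20, edgeR, Benjamini-Hochberg adjusted p = 0.0283). The other log2(fold-change) values were 1.77 for mt-Tp, a mitochondrial tRNA gene, 1.57 for ENSMUSG00002076161 and 1.31 for the histone gene Hist1h1d. The last had 0.587 ± 0.0805 CPM with the vehicle. The 26 other RNAs with a short poly(A) tail or none, namely small RNAs, mitochondrial ribosomal RNAs and histone mRNAs, had a median log2(fold-change) of 0.41. The largest decreases were in Cdk5r2, Rab4b, Pou3f1, Speg and Gpr157, each with a mean of 33.3 to 113 counts per vehicle library. Pou3f1 (ENSMUSG00000090125), on chromosome 4 from 124656807 to 124660655, had 3.83 ± 0.234 CPM with the vehicle and 1.97 ± 0.185 with Δ9-THC. Its log2(fold-change) was -0.96 (SE 0.10, edgeR, Benjamini-Hochberg adjusted p = 0.0265). Cdk5r2 had a log2(fold-change) of -1.08, and Rab4b, Speg and Gpr157 lay between -0.99 and -0.92. Rab4b shares 65.0% of its exonic bases with other annotated genes, and reads on these bases are not assigned to a gene by the authors' counting. Of these 10 genes, only ENSMUSG00000119584, for which no GC content was known, kept an adjusted p-value of at most 0.05 without the trends of each library with GC content and gene length.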

In ESCs, only 12 genes were significantly upregulated with a log2(fold-change) >0.5 and only 9 were significantly downregulated at the same threshold (Figure 5C, significance corresponds to adjusted *P*-value ≤0.05). 

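With a threshold of 0.25 on the log2(fold-change), 151 genes were higher and 241 lower in exposed ESCs at an adjusted p-value of at most 0.05. Across the 13083 genes with a known GC content, the log2(fold-change) fell with GC content (Spearman's rho = -0.536 across genes, which are not independent replicates). Once a smooth trend of each library with GC content and gene length was removed, 4 genes were higher and 3 lower at this threshold. Of these 7 genes, 6 were among the 906 found without this step. The median size of the log2(fold-change) of the genes found without it was 0.13 after it, and 95.6% of them kept their sign.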

More genes were differentially expressed when looking at lower fold-changes (|log2(fold-change)|>0.25, Figure 5C), confirming that the magnitude of transcriptional effects due to Δ9-THC exposure is moderate. This low transcriptional impact following Δ9-THC exposure was also observed in EpiLCs (Figure 5D). Nevertheless, gene ontologies (GO) associated with Δ9-THC-induced DEGs revealed the biological significance of these low transcriptional changes (Figure 5E). In particular, GO terms associated with metabolic pathways involved in anabolism were significantly over-represented for upregulated genes in ESCs following Δ9-THC exposure (Figure 5E), such as: ‘Cellular aromatic compound metabolic process’, ‘Cellular nitrogen compound biosynthetic process’, ‘Organonitrogen compound metabolic process’. This suggests that the glycolytic rewiring elicited by Δ9-THC exposure in ESCs has some transcriptional support. Indeed, when performing joint pathway integration between our transcriptomics data and our targeted metabolomics (Pang et al., 2022), we observed that Δ9-THC-induced perturbed genes and metabolites were associated with the observed anabolic effects (Figure 5F). In contrast, GO terms associated with metabolism were not found within the upregulated DEGs in EpiLCs. However, several GO terms relating to alterations in cellular components were enriched in EpiLCs (Figure 5E), such as: ‘Organelle organization’, ‘Cellular component organization or biogenesis’, ‘Microtubule-based process’. This indicates that Δ9-THC exposure significantly upregulated genes in EpiLCs that impact organelles structure, integrity and position, in agreement with several reports in the literature (Lojpur et al., 2019; Miller et al., 2019).

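In EpiLCs, 0 of the 13717 genes tested had an adjusted p-value of at most 0.05 with edgeR's quasi-likelihood test, and the smallest was 0.144 after Benjamini-Hochberg adjustment. An unadjusted p-value under 0.05 was found for 2069 genes (15.1%), 1136 of them higher and 933 lower with Δ9-THC. The exposed and vehicle libraries did not overlap for 2987 genes (21.8%). Chance gives 10% where libraries are independent, and 24.5% to 25.9% in simulated libraries without an effect that were adjusted with the replicate number as the batch and whose genes varied independently. Such tables whose genes varied only along shared axes, apart from counting error, had shares of 2.38% to 70.6%. Of these 30 tables, 9 reached the observed share. With the replicate number as a block, 0 genes were called and 291 had an unadjusted p-value under 0.05. In a model of the 12 libraries of both cell types, 411 of 12410 genes were called in EpiLCs. DESeq2's Wald test on the EpiLC libraries called 71 genes at the same threshold, 51 higher and 20 lower by more than 0.25 on the log2 scale, and 16 and 9 by more than 0.5. Zfp36 and Egr1, named here after their values were seen, were among them. Zfp36 (ENSMUSG00000044786), on chromosome 7 from 28376784 to 28380253, had 20.3 ± 0.443 CPM (SD, n = 3) with the vehicle and 12.4 ± 0.217 with Δ9-THC, a log2(fold-change) of -0.72 (SE 0.062, edgeR, Benjamini-Hochberg adjusted p = 0.144). The transcription factor gene Egr1 (ENSMUSG00000038418) fell by 1.87 on the log2 scale (SE 0.30, edgeR, Benjamini-Hochberg adjusted p = 0.144), from 19.1 ± 4.88 to 5.23 ± 1.96 CPM.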

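GO terms were not tested here. In their place, 9 lists of genes for metabolism and protein synthesis, set in advance from the pathways of Figures 5E and 5F, were tested as sets. None of the 9 passed in ESCs with camera, with Benjamini-Hochberg adjustment over the 14 sets tested. Of the 17 genes for purine synthesis, 12 were higher and 4 of these were among the genes called in ESCs, with a median log2(fold-change) of 0.11 (limma's camera, Benjamini-Hochberg adjusted p = 0.0701). The protein-coding genes of the mitochondrial genome were higher for 8 of 10 genes, with a median of 0.11 (limma's camera, Benjamini-Hochberg adjusted p = 0.130), but camera placed this set lower once the trends with GC content and gene length were removed, without the replicate block (0.108) or with it (0.172; over all alternatives 0.00614 to 0.797). The ribosomal protein genes went the other way, with 65 of 84 lower and a median of -0.048 (limma's camera, Benjamini-Hochberg adjusted p = 0.0701). For the lists of aminoacyl-tRNA synthetases, glycolysis, the tricarboxylic acid cycle, pyrimidine synthesis, nicotinate and nicotinamide metabolism and the nuclear genes of the respiratory chain, the camera values with Benjamini-Hochberg adjustment were 0.267 to 0.643. In glycolysis, 13 of 21 genes were higher, with a median log2(fold-change) of 0.026. With the statistics of DESeq2 in place of edgeR's log2 values, 6 of the 14 sets passed, namely purine synthesis, the mitochondrial genes and the lists for S phase and for mitosis (higher) and the ribosomal proteins and naive markers (lower). With an estimated correlation between genes, 0 sets passed in ESCs, and with fry only the list of microtubule motors and tubulins did, lower with Δ9-THC. With camera, the ribosomal proteins passed as lower without the trends with GC content and gene length (Benjamini-Hochberg adjusted p = 0.00355), with the replicate block in addition (0.0101) and without vehicle replicate 1 or Δ9-THC replicate 1 (6.14e-05 and 7.25e-05), over all alternatives 6.14e-05 to 0.860. Purine synthesis passed as higher without vehicle replicate 3 or Δ9-THC replicate 3 (camera, 0.0243 and 0.0222, over all alternatives 0.00614 to 0.797). Without vehicle replicate 1, the nuclear genes of the respiratory chain passed as lower and the mitochondrial genes as higher (camera, 0.0452 for each, over all alternatives 0.0452 to 0.885 and 0.00614 to 0.797).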

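Most of the same lists were lower in EpiLCs exposed to Δ9-THC. Of 86 nuclear genes of the respiratory chain, 79 were lower, with a median log2(fold-change) of -0.16 (limma's camera, Benjamini-Hochberg adjusted p = 7.37e-07). Ribosomal protein genes were lower for 82 of 83 genes, with a median of -0.12 (limma's camera, Benjamini-Hochberg adjusted p = 3.31e-05). The aminoacyl-tRNA synthetases (32 of 37 genes lower), the tricarboxylic acid cycle (22 of 27), glycolysis (16 of 21) and purine synthesis (13 of 17) also passed, with medians between -0.14 and -0.085. Across the genes of EpiLCs, which are not independent replicates, the log2(fold-change) rose with gene length (Spearman's rho = 0.369). It fell with GC content (Spearman's rho = -0.299). Without the trends with GC content and gene length, glycolysis and purine synthesis did not pass, although purine synthesis did with the replicate block in addition (camera, Benjamini-Hochberg adjusted p = 0.0479, over all alternatives 0.000973 to 0.684). In the 6 fits that each left out 1 library, the respiratory chain, the ribosomal proteins and the aminoacyl-tRNA synthetases passed in 6, the tricarboxylic acid cycle in 4 (not without vehicle or Δ9-THC replicate 2), glycolysis in 3 (not without vehicle replicate 2 or 3 or Δ9-THC replicate 3) and purine synthesis in 2 (without vehicle or Δ9-THC replicate 3). None of these 6 calls held with fry or with an estimated correlation between genes, which allow for genes of a set that vary together. With limma's fry, the list for pyrimidine synthesis passed, with 15 of 21 genes lower (Benjamini-Hochberg adjusted p = 0.0135). Exceptions to the lower levels were the 10 protein-coding genes of the mitochondrial genome, all of them higher, with a median of 0.18 (limma's camera, Benjamini-Hochberg adjusted p = 0.443). They passed as higher without vehicle replicate 3 or Δ9-THC replicate 3 (camera, 0.0151 and 0.000710), and the set was placed lower without Δ9-THC replicate 2 (0.989; over all alternatives 0.000710 to 0.989).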

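A list of kinesins, dynein chains, dynactin subunits and tubulins stood here for microtubule-based processes. In EpiLCs, 36 of its 74 genes were higher and 38 lower with Δ9-THC, with a median log2(fold-change) of -0.0096 (limma's camera, Benjamini-Hochberg adjusted p = 0.497). The values of single genes ranged from -0.39 to 0.60. In ESCs, 43 of 68 genes were lower and the median was -0.032 (limma's camera, Benjamini-Hochberg adjusted p = 0.169), and the list passed as lower with fry (limma's fry, Benjamini-Hochberg adjusted p = 0.00406, over all alternatives 0.00406 to 0.797). Genes for the organization of organelles were not tested as a list.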

Multiple reports indicate that Δ9-THC exposure alters the epigenome of sperm and brain tissue, both in terms of DNA methylation level and histone post-translational modifications (Murphy et al., 2018; Prini et al., 2018; Schrott and Murphy, 2020; Watson et al., 2015). 

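The study's list holds 102 genes for DNA methylation and demethylation and for the acetylation, methylation, phosphorylation and ubiquitination of histones. All 102 genes were tested in each cell type. The log2(fold-change) with Δ9-THC ranged from -0.63 to 0.35 in ESCs, with a median of 0.011 and 55 genes higher. In EpiLCs it ranged from -0.36 to 0.46, with a median of 0.049 and 64 genes higher. An unadjusted p-value under 0.05 was found for 38 of the genes in ESCs and 21 in EpiLCs with edgeR's quasi-likelihood test.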

Despite the low transcriptional impact of Δ9-THC exposure in ESCs and EpiLCs, we evaluated the expression of more than 100 genes encoding epigenetic modifiers in our RNA-seq datasets (Supplementary file 1). 

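The rule of the figure's legend, an unadjusted p-value under 0.01 and a log2(fold-change) of more than 0.25 in size, was applied to the 102 genes. It held for 4 genes in ESCs, Hdac5, Hdac7 and Hdac11 (lower) and Rps6ka5 (higher). In EpiLCs it held for 9 genes, of which Tet2, Ncoa1, Ash1l, Ezh1, Kmt2a, Kmt2c, Dzip3 and Mysm1 were higher and Hdac8 lower. These are 3.92% and 8.82% of the list, beside 4.94% and 3.97% of all genes tested in ESCs and EpiLCs. Adjusted over all genes tested, 10 genes of the list had a p-value of at most 0.05 in ESCs and 0 in EpiLCs. When adjusted over the list alone, 18 genes passed in ESCs and 0 in EpiLCs. The paper's text does not say how the genes of the list were chosen, so this second count is not independent evidence. With each library left out in turn, the rule held for 2 to 3 genes in ESCs and 4 to 7 in EpiLCs. Removing the trends with GC content and gene length left 2 genes in ESCs and 3 in EpiLCs. With the replicate number as a block, the rule held for 1 gene in each cell type, and for 0 with the trends removed as well.

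**Figure D1:**
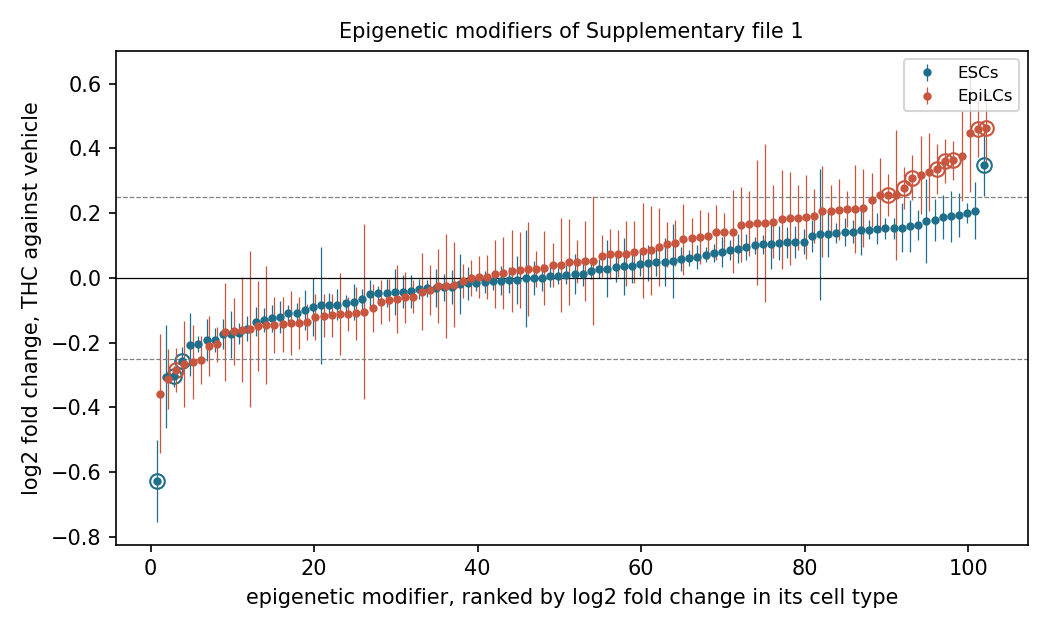
The log2(fold-change) of each of the 102 epigenetic modifiers, Δ9-THC against vehicle, is plotted by its rank within ESCs (blue) and EpiLCs (red), with lines for its standard error, dashed lines at 0.25 in either direction and rings around the genes that meet the rule of the legend. The values lie between -0.63 and 0.46.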

Data shows that the expression levels of multiple epigenetic modifiers were significantly altered, albeit at a low level, in either ESCs or EpiLCs upon Δ9-THC exposure (|log2(fold-change)|>0.25, Figure 5—figure supplement 2). In particular, the expression levels of the DNA dioxygenase *Tet2* were significantly increased in EpiLCs following Δ9-THC exposure, which would contribute to changes in DNA methylation dynamics and differentiation potential (Sohni et al., 2015). 

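Tet2 (ENSMUSG00000040943) lies on chromosome 3 from 133463679 to 133545139. In EpiLCs it had 36.8 ± 2.83 CPM (SD, n = 3) with the vehicle and 50.7 ± 3.78 with Δ9-THC, and each exposed library was above each vehicle library. The log2(fold-change) was 0.46 (SE 0.086, edgeR, Benjamini-Hochberg adjusted p = 0.144), and its unadjusted p-value from edgeR's test was 0.00127. DESeq2's Wald test placed it under 0.05 (Benjamini-Hochberg adjusted p = 0.0210), and over the alternatives tried the adjusted p-value ranged from 0.0161 to 1.00. Without the trends with GC content and gene length, the log2(fold-change) was 0.28. In ESCs it was 0.037 (SE 0.052, edgeR, Benjamini-Hochberg adjusted p = 0.680), and it turned to -0.019 without those trends.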

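Hdac5 (ENSMUSG00000008855, chromosome 11 from 102194432 to 102230166) had 34.7 ± 0.367 CPM (SD, n = 3) in vehicle ESCs and 28.1 ± 0.360 in ESCs exposed to Δ9-THC. Its log2(fold-change) was -0.30 (SE 0.032, edgeR, Benjamini-Hochberg adjusted p = 0.0265). Hdac11 (ENSMUSG00000034245, chromosome 6 from 91156665 to 91174692) was detected at 3.43 ± 0.326 and 2.23 ± 0.286 CPM, a mean of 101 and 57 counts per library. Its log2(fold-change) was -0.63 (SE 0.13, edgeR, Benjamini-Hochberg adjusted p = 0.0420), and 17.9% of its exonic bases overlap other annotated genes. Rps6ka5 (ENSMUSG00000021180, chromosome 12 from 100548439 to 100726983) had 9.88 ± 0.912 and 12.6 ± 1.17 CPM, a log2(fold-change) of 0.35 (SE 0.095, edgeR, Benjamini-Hochberg adjusted p = 0.0712). In each of the 3 genes, the exposed libraries did not overlap the vehicle libraries. Without the trends with GC content and gene length, the values were -0.15 for Hdac5, -0.52 for Hdac11 and 0.26 for Rps6ka5, and none of the 3 had an adjusted p-value of at most 0.05. None passed either in any of the 6 fits that left out 1 library or with the replicate block. DESeq2 called Hdac5 (Benjamini-Hochberg adjusted p = 0.00366, over all alternatives 0.00366 to 0.908) and not Rps6ka5 (0.0671, over all alternatives 0.0671 to 0.908), and it gave no adjusted p-value for Hdac11 (over the other alternatives 0.0416 to 0.908).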

The expression of the two histone deacetylases *Hdac5* and *Hdac11* were significantly decreased in ESCs following Δ9-THC exposure, while the expression of the histone phosphorylase *Rps6ka5* increased under the same conditions. In EpiLCs, the expression of the histone methyltransferase *Kmt2c* and of the regulators of histone ubiquitination *Dzip3* and *Mysm1* were all significantly increased upon Δ9-THC exposure. Collectively, RNA-seq data suggests the existence of an epigenetic remodelling following Δ9-THC exposure, although further analysis of the respective epigenetic marks associated with these modifiers is needed.

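Kmt2c (ENSMUSG00000038056, chromosome 5 from 25271798 to 25498783) had 52.6 ± 2.82 CPM (SD, n = 3) in vehicle EpiLCs and 67.6 ± 3.55 in exposed EpiLCs. Its log2(fold-change) was 0.36 (SE 0.069, edgeR, Benjamini-Hochberg adjusted p = 0.151). Dzip3 (ENSMUSG00000064061, chromosome 16 from 48924232 to 48994165) had 35.3 ± 3.67 and 48.8 ± 4.78 CPM, a log2(fold-change) of 0.46 (SE 0.11, edgeR, Benjamini-Hochberg adjusted p = 0.172). For Mysm1 (ENSMUSG00000062627, chromosome 4 from 94942040 to 94979100), the values were 32.4 ± 1.25 and 41.7 ± 1.45, with a log2(fold-change) of 0.36 (SE 0.061, edgeR, Benjamini-Hochberg adjusted p = 0.144). The exposed libraries of all 3 genes lay above the vehicle libraries, with unadjusted p-values of 0.00148, 0.00366 and 0.000728 from edgeR's test. DESeq2's Wald test called Kmt2c and Mysm1 (Benjamini-Hochberg adjusted p = 0.0478 and 0.0440) and not Dzip3 (0.0526). Over the alternatives tried, the adjusted p-values of the 3 genes ranged upward to 1.00 from 0.0188, 0.0266 and 0.0526 for Kmt2c, Mysm1 and Dzip3. Without the trends with GC content and gene length, the log2(fold-change) was 0.17 for Kmt2c, 0.30 for Dzip3 and 0.18 for Mysm1.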

Together, our analysis of ESCs and EpiLCs transcriptomes reveals a difference in the response of these stem cell populations to Δ9-THC exposure: the transcriptional alterations observed in ESCs supported their increased anabolism and proliferation, whereas changes in EpiLCs gene expression did not correlate with their metabolic changes.

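The response to Δ9-THC was compared between ESCs and EpiLCs in the 12410 genes present in both tables, which the authors had adjusted separately. Across these genes, which are not independent replicates, the log2(fold-change) in ESCs and that in EpiLCs had a Pearson's r of 0.145 and a Spearman's rho of 0.209. Of 887 genes called in ESCs and tested in EpiLCs, 575 (64.8%) had the same direction in EpiLCs. Of these 575, 95 also had an unadjusted p-value under 0.05 there, and genes of the opposite direction were not counted. The difference itself was tested as an interaction of cell type and exposure in a model of the 12 libraries. It passed an adjusted p-value of 0.05 for 4 genes, named after their values were seen, Myo6, Cul9, Dzip1 and Zfp36 (edgeR, Benjamini-Hochberg adjusted p = 0.0429 for each), while 1703 genes had an unadjusted p-value under 0.05. The difference in log2(fold-change), EpiLCs minus ESCs, was 0.85 for Myo6 (ENSMUSG00000033577, SE 0.11), 1.05 for Cul9 (ENSMUSG00000040327, SE 0.14), 0.69 for Dzip1 (ENSMUSG00000042156, SE 0.098) and -0.67 for Zfp36 (SE 0.095). Cul9 was lower in exposed ESCs by itself (log2(fold-change) -0.68, edgeR, Benjamini-Hochberg adjusted p = 0.0283), and 28.4% of the exonic bases of Dzip1 overlap another annotated gene. When any of the 12 libraries was left out, 0 genes passed, with 1241 to 1851 genes at an unadjusted p-value under 0.05. With the replicate number as a block, 0 genes passed as well, and 328 had an unadjusted p-value under 0.05. DESeq2 called 133 genes for this difference, the 4 genes among them. For Tet2, the difference was 0.44 (SE 0.10, edgeR, Benjamini-Hochberg adjusted p = 0.102), and for Hdac11 it was 0.81 (SE 0.25, edgeR, Benjamini-Hochberg adjusted p = 0.181). A list of genes with high expression in S phase was higher in exposed ESCs for 37 of 44 genes, with a median log2(fold-change) of 0.072 (limma's camera, Benjamini-Hochberg adjusted p = 0.00121), and it passed in 12 of 16 alternatives, among them the replicate block, DESeq2 and the 6 fits without 1 library (camera, Benjamini-Hochberg adjusted p over all alternatives 3.79e-05 to 0.797). It did not pass with fry, with an estimated correlation or without the trends with GC content and gene length, with or without the block. In EpiLCs, 18 of the 44 genes were higher (limma's camera, Benjamini-Hochberg adjusted p = 0.382). Genes with high expression in mitosis were higher for 32 of 52 genes in each cell type (limma's camera, Benjamini-Hochberg adjusted p = 0.156 in ESCs and 0.448 in EpiLCs). From its analysis of both transcriptomes, the paper concludes that the populations respond differently to Δ9-THC, with alterations in ESCs that supported their increased anabolism and proliferation and changes in EpiLCs that did not correlate with their metabolic changes.

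**Figure D2:**
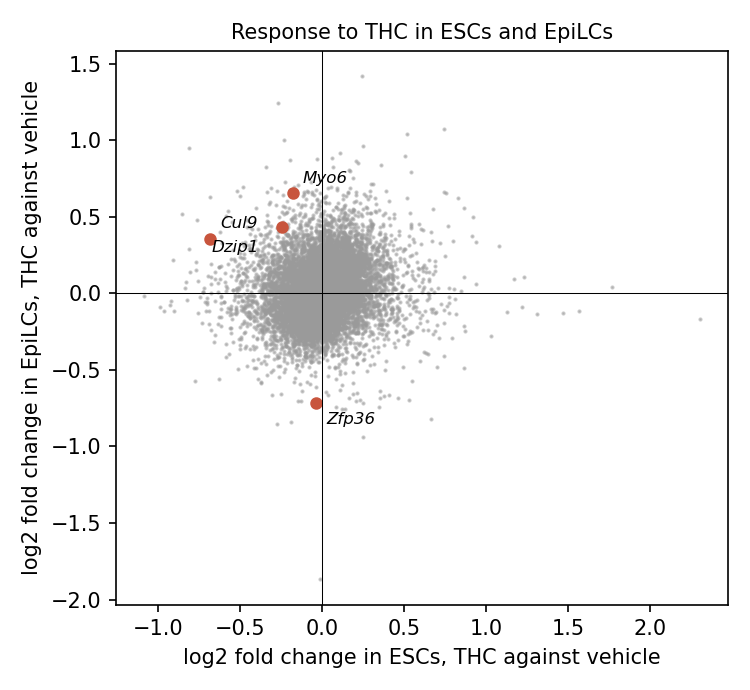
The log2(fold-change) with Δ9-THC of each of the 12410 genes is plotted for ESCs (horizontal axis) and EpiLCs (vertical axis), and the 4 genes with an interaction at an adjusted p-value of at most 0.05 are marked in red. Myo6, Cul9 and Dzip1 lie to the left of and above the origin, and Zfp36 lies below it.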

### Proliferation of primordial germ cell-like cells stemming from prior Δ9-THC exposure

PGCs display a distinct transcriptomic and metabolic profile compared to their cellular precursors that are recapitulated in vitro during the differentiation of ESCs into EpiLCs and then of EpiLCs into PGCLCs. Thus, we asked whether the metabolic alterations observed in ESCs and EpiLCs could lead to an altered differentiation program in PGCLCs. To this aim, we continuously exposed ESCs and EpiLCs to a Δ9-THC dose range of 1 nM-1µM (or mock control), before changing to a Δ9-THC-free media and inducing PGCLCs differentiation (Figure 6A). In particular, we took advantage of ESCs that harbor two fluorescent reporters for germline markers, Blimp1:mVenus and Stella:CFP (Ohinata et al., 2008). Thus, the induction efficiency of PGCLCs within 5 days embryoid bodies can be detected by monitoring the fluorescence associated with each cell in flow cytometry, allowing for the determination of a double-negative population (DN), a single-positive population (SP) wherein Blimp1:mVenus is expressed and a double-positive population (DP) expressing both Blimp1:mVenus and Stella:CFP, which represents the true specified PGCLC population (Figure 6—figure supplement 1).

**Figure 6.**
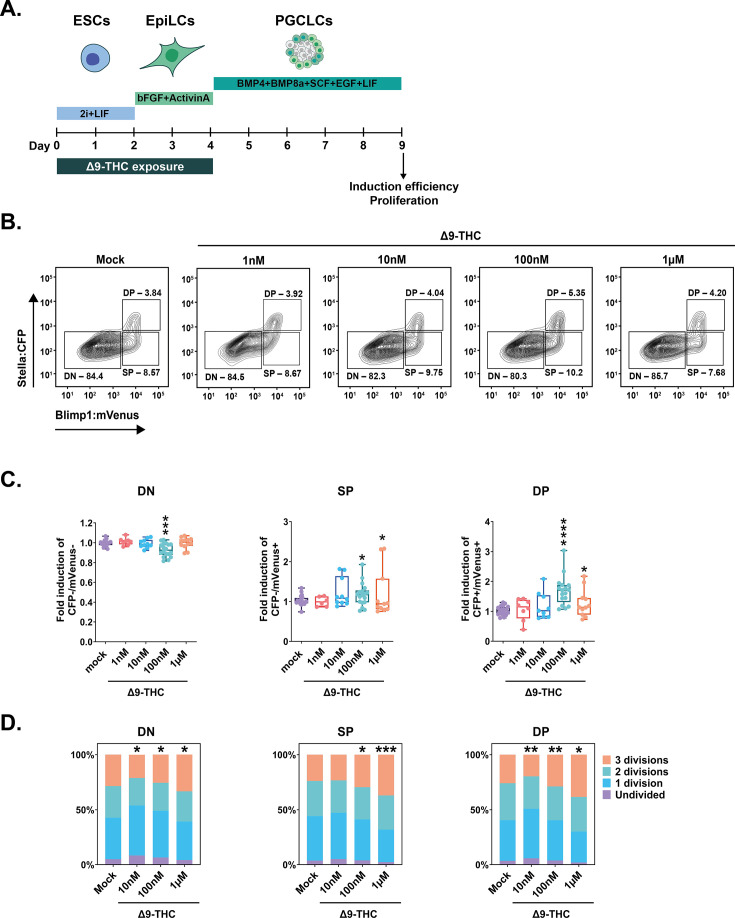
PGCLCs deriving from ESCs and EpiLCs exposed to 100 nM of Δ9-THC proliferate. (**A**) Diagram illustrating Δ9-THC exposure scheme and experimental strategy. (**B**) Representative flow contour plots showing distribution of live-gated events, gating strategy for Stella:CFP versus Blimp1:mVenus and percentages of cells in each subpopulations for ESCs and EpiLCs exposed to the different doses of Δ9-THC indicated. DN: double negative, SP: single positive, DP: double positive subpopulations. (**C**) The percentage of events in the gates associated to each subpopulation was normalized to the one measured in the mock-treated condition. Median and associated errors were plotted in whisker boxplots independently for each subpopulation. (**D**) Histograms showing CellTrace Yellow staining profile of cells arising from ESCs and EpiLCs exposed to the different doses of Δ9-THC indicated. The Y-axis represents the average percentage of cells in each category of subpopulations undividing (purple), undergoing 1 division (blue), 2 divisions (green) or 3 divisions (orange). One representative experiment out of three is represented. Statistical significance: *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001).

**Figure 6—figure supplement 1.**
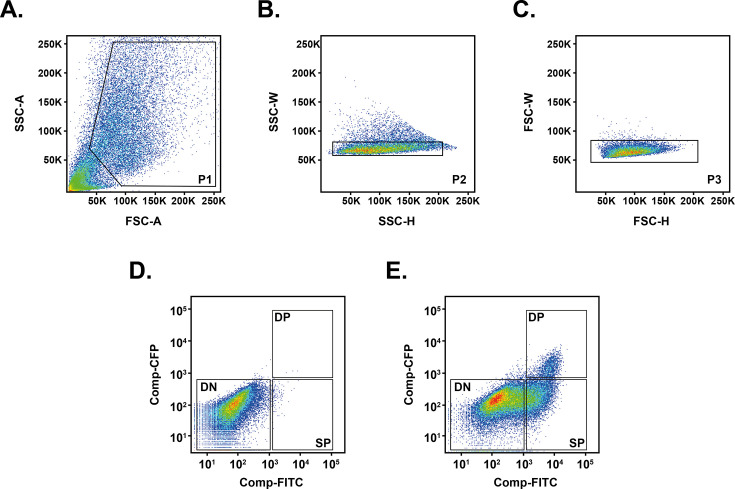
PGCLCs gating and sorting strategy. (**A**) Representative flow contour plots showing distribution of events and gating based on embryoid bodies dissociation. (**B and C**) Representative flow contour plots to isolate singlets based on width to height ratios on the side scatter and front scatter, respectively. (**D**) Gating strategy for Stella:CFP versus Blimp1:mVenus on the negative control, corresponding to embryoid bodies obtained in an induction medium without cytokines and BMPs (GK15 only). (**E**) Gating strategy for Stella:CFP versus Blimp1:mVenus on mock-treated cells, corresponding to embryoid bodies obtained in an induction medium complemented with cytokines and BMPs. DN: double negative, SP: single positive, DP: double positive subpopulations.

**Figure 6—figure supplement 2.**
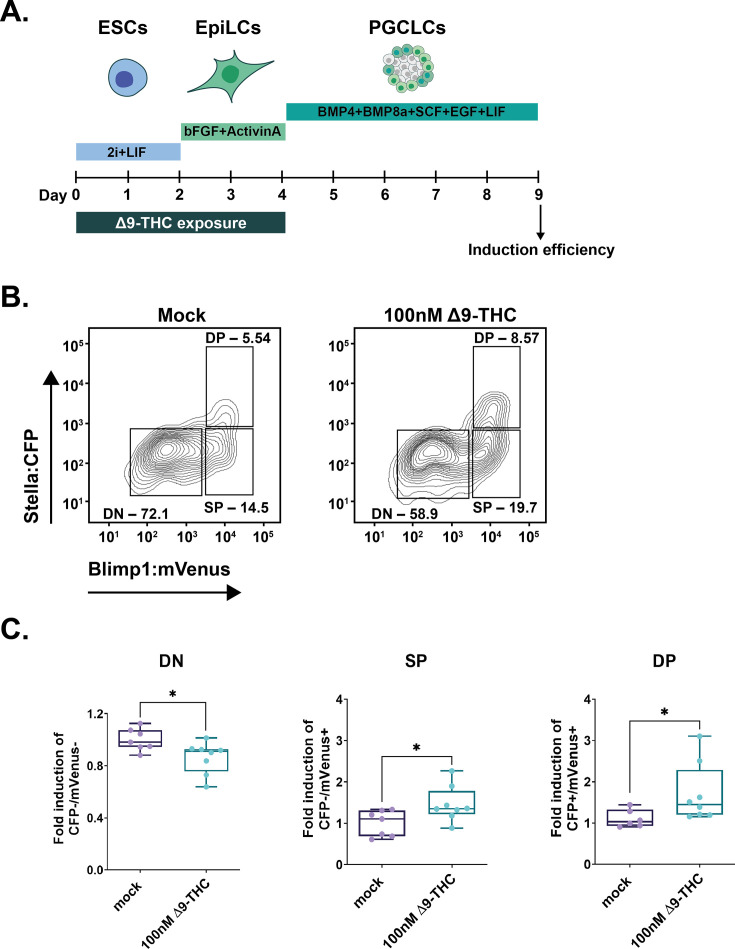
Male PGCLCs deriving from ESCs and EpiLCs exposed to 100 nM of Δ9-THC proliferate. (**A**) Diagram illustrating Δ9-THC exposure scheme and experimental strategy. (**B**) Representative flow contour plots showing distribution of live-gated events, gating strategy for Stella:CFP versus Blimp1:mVenus and percentages of cells in each subpopulations for ESCs and EpiLCs exposed to 100 nM of Δ9-THC. DN: double negative, SP: single positive, DP: double positive subpopulations. (**C**) The percentage of events in the gates associated to each subpopulation was normalized to the one measured in the mock-treated condition. Median and associated errors were plotted in whisker boxplots independently for each subpopulation. At least three independent biological repeats with three technical replicates (N=3, n=3). Statistical significance: *(p<0.05).

**Figure 6—figure supplement 3.**
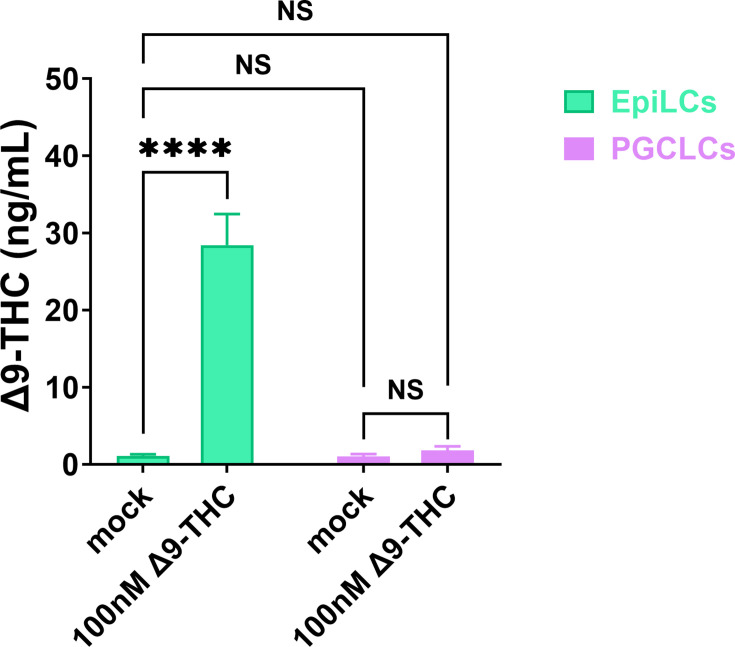
No residual Δ9-THC is detected in day 5 embryoid bodies. Intracellular levels of ∆9-THC were quantified by mass spectrometry in EpiLCs on the day of aggregate formation and in day 5 embryoid bodies (referred as to ‘EpiLCs’ and ‘PGCLCs’). Histograms show the median and associated errors of two independent quantifications. Statistical significance: ****(p<0.0001), one-way ANOVA with post-hoc Tukey HSD.

We first measured the impact of ESCs +EpiLCs Δ9-THC exposure on PGCLC induction efficiency. Flow analyses revealed a dose-dependent increase in the induction efficiency of SP and DP cell populations (Figure 6B). Specifically, at 100 nM Δ9-THC, a significant decrease in DN was observed, with a corresponding significant increase of 1.14-fold in SP and of 1.64-fold in DP cells (Figure 6C, p=0.0002, p=0.05, and p=1.55^–06^ for 100 nM of Δ9-THC in DN, SP, and DP populations respectively compared to the mock-treated condition, unpaired T-test). The same pattern was observed when male ESCs and EpiLCs exposed to 100 nM of Δ9-THC were differentiated in PGCLCs (Figure 6—figure supplement 2).

To determine if the increased proportion of PGCLCs generated from exposed precursors was due to higher proliferative kinetics, we performed a proliferation tracing assay (Tempany et al., 2018). The tracing dye was added to the cells on the day of aggregate formation, and fluorescence attenuation due to cell division was measured in each subpopulation on day 5. At 100 nM Δ9-THC, a smaller proportion of DN cells underwent two or three mitotic divisions compared to the control (Figure 6D, 1.14-fold fewer cells and 1.12-fold fewer cells, p=0.05 and p=0.04 for 2 divisions and 3 divisions, respectively, unpaired T-test). In parallel, for the same dose, a significantly higher proportion of SP and DP cells underwent three mitotic divisions compared to the control (Figure 6D, 1.24-fold and 1.11-fold, p=0.03 and p=0.0035, for 3 divisions in SP and DP cells, compared to the control, unpaired T-test). These results, therefore, indicate that the higher number of PGCLCs observed upon Δ9-THC exposure originates from their increased proliferation during their specification and differentiation.

Finally, we sought to determine if the increased PGCLC proliferation was not due to residual intracellular ∆9-THC persisting from EpiLCs over the span of PGCLCs differentiation. To do so, intracellular levels of ∆9-THC were quantified by mass spectrometry in the cells on the day of aggregate formation and in day 5 embryoid bodies (referred as to ‘EpiLCs’ and ‘PGCLCs’, respectively, in Figure 6—figure supplement 3). Data shows that no ∆9-THC could be detected in day 5 embryoid bodies, indicating that ∆9-THC does not persist to levels higher than the limit of detection of mass spectrometry (1 ng/mL). This suggests that the proliferative effects are not due to residual ∆9-THC persisting in the cells during differentiation towards PGCLCs. Thus, Δ9-THC causes an alteration of the developmental kinetics that PGCLCs normally undergo, even in the absence of direct continuous exposure.

### PGCLCs derived from Δ9-THC-exposed cells present an altered metabolism and transcriptome

Since exposure to Δ9-THC prior to their specification increased the number of PGCLCs and ESCs and PGCLCs share similar metabolic programs (Hayashi et al., 2017; Verdikt and Allard, 2021), we next sought to characterize their associated metabolic and transcriptional changes. We, therefore, assessed the impact of exposure of ESCs +EpiLCs to 100 nM Δ9-THC on PGCLCs metabolism (Figure 7A).

**Figure 7.**
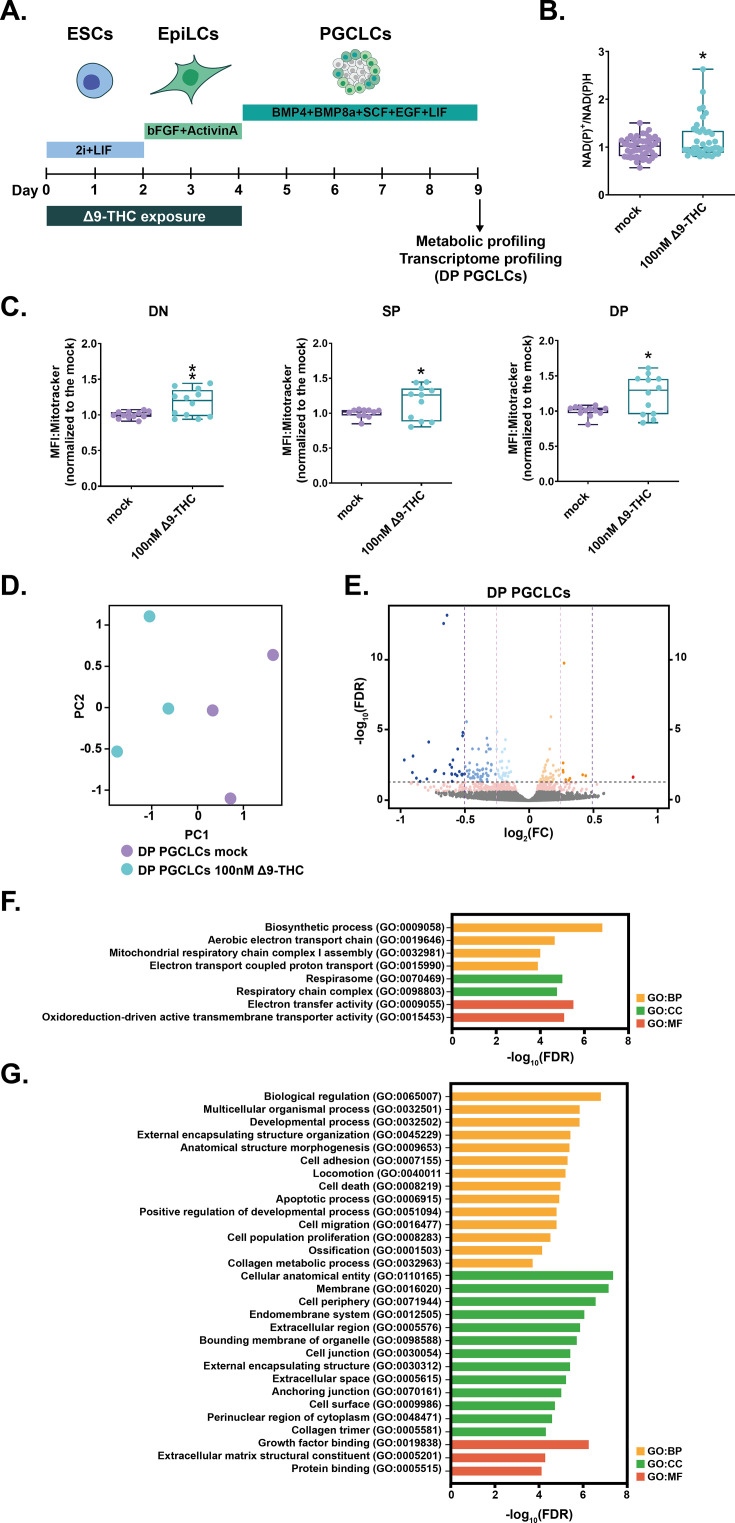
Δ9-THC exposure prior to specification increases mitochondrial respiration in PGCLCs. (**A**) Diagram illustrating Δ9-THC exposure scheme and experimental strategy. (**B**) The NAD(P)+/NADPH ratio of embryoid bodies arising from ESCs and EpiLCs exposed to 100 nM of Δ9-THC was normalized to the one measured in the mock-treated condition. Median and associated errors were plotted in whisker boxplot. (**C**) Mean fluorescence intensity (MFI) associated with the Mitotracker CMXRos stain in each subpopulation was normalized to the one measured in the mock-treated condition. Median and associated errors were plotted in whisker boxplots. (**D**) PCA of the transcriptomics profiling of DP PGCLCs deriving from ESCs and EpiLCs either mock-exposed or exposed to 100 nM Δ9-THC. (**E**) Volcano plot in DP PGCLCs showing significance [expressed in log_10_(adjusted p-value or false-discovery rate, FDR)] versus fold-change [expressed in log2(fold-change, FC)]. Thresholds for significance and different enrichment ratios [|(log2(FC)|>0.25 or |log2(FC)|>0.5)] are shown as dashed lines. Color code is as follows: log2(FC) >0.5 in red, log2(FC) >0.25 in orange, log2(FC) >0 in light orange, log2(FC) <0 in light blue, log2(FC) >−0.25 in blue, log2(FC) >0.5 in dark blue and p-value <0.01 in pink. (**F and G**) Gene ontology (GO) terms associated with up- and downregulated DEGs [|(log2(FC)|>0.25 and p<0.01)], respectively, as determined by g:Profiler (Raudvere et al., 2019). Statistical significance: *(p<0.05), **(p<0.01).

First, NAD(P)+/NAD(P)H assessment revealed a modest but significant 1.17-fold increase in NAD(P)+/NAD(P)H ratio in whole day 5 embryoid bodies deriving from exposed ESCs +EpiLCs compared to those deriving from mock-treated cells (Figure 7B, *P*=0.01, unpaired T-test). To garner cell type-specific information on whether these metabolic changes were related to mitochondrial activity and the differentiation of PGCLCs, we assessed the mitochondrial membrane potential of each subpopulation in day 5 embryoid bodies. Embryoid bodies were incubated with Mitotracker CMXRos (Pendergrass et al., 2004), and dissociated and analyzed by flow cytometry. The MFI associated with the mitochondrial stain was then measured in each subpopulation (Figure 7C). A significant increase in MFI was observed in DN, SP and DP populations deriving from exposed ESCs +EpiLCs compared to those deriving from mock controls (Figure 7C, 1.17, 1.16, 1.23 -fold, p=0.006, p=0.05 and p=0.01 for DN, SP, and DP, respectively, unpaired T-test). These results indicate that the metabolic changes induced by Δ9-THC prior to PGCLCs induction and differentiation are not reset during the profound reprogramming that PGCLCs undergo.

Because our results indicated a sustained impact of Δ9-THC beyond the period of direct exposure, we further examined PGCLCs by performing a transcriptomic analysis. In particular, day 5 embryoid bodies deriving from ESCs +EpiLCs, either exposed to 100 nM of Δ9-THC or mock-exposed, were sorted and the total RNA of DP subpopulations, representing true PGCLCs, was analyzed by RNA-seq (Figure 7A). Unsupervised analysis of the global transcriptome in DP PGCLCs by PCA delineated a transcriptional signature of prior Δ9-THC exposure (Figure 7D, PC1 accounting for 59% of the variance and PC2 accounting for 24% of variance). Volcano plot of DEGs between DP PGCLCs deriving from mock- or 100 nM Δ9-THC-exposed ESCs and EpiLCs revealed that most of the significant transcriptional change was towards downregulation rather than upregulation (Figure 7E, 11 genes were significantly upregulated whereas 97 were significantly downregulated, |log2(fold-change)|>0.25 and adjusted p-value ≤0.05). Despite the low number of upregulated DEGs, the functional annotation of their associated GO terms showed that all terms enriched corresponded to metabolic processes involved in oxidative phosphorylation (Figure 7F, ‘Aerobic electron transport chain’, ‘Mitochondrial respiratory chain complex I assembly’, ‘Electron transport couple proton transport’). Thus, our data indicate that the metabolic changes induced by exposure to Δ9-THC prior to PGCLCs specification are retained through transcriptional reprogramming. Importantly, while our results show that pre-specification Δ9-THC exposure increases PGCLCs number and mitochondrial activity, the functional annotation of GO terms associated with downregulated DEGs suggests degradation of PGCLCs quality. Indeed, and reminiscent of GO terms observed in EpiLCs, several GO terms relating to alterations in structural cellular components (‘Anatomical structure morphogenesis’, ‘Cellular anatomical entity’), and in particular the interface with the extracellular environment (‘External encapsulating structure organization’, ‘Membrane’, ‘Cell periphery’, ‘Extracellular region’, ‘Extracellular space’, ‘Extracellular matrix structural constituent’) were enriched (Figure 7G). Furthermore, GO terms associated with cell adhesion and junction (‘Cell adhesion’, ‘Cell migration’, ‘Collagen metabolic process’, ‘Cell junction’, ‘Anchoring junction’, ‘Collagen trimer’) were also enriched in downregulated genes.

Together, our data show that Δ9-THC exposure in ESCs and EpiLCs durably alters their metabolome and that these changes are carried through PGCLCs specification and differentiation, leading to an alteration of PGCLCs transcriptional program (Figure 8).

**Figure 8.**
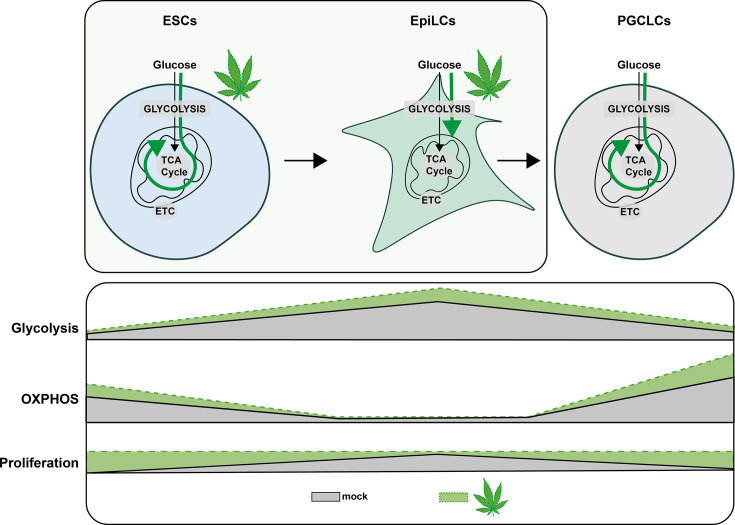
Metabolic impact of Δ9-THC exposure in pluripotent stem cells and primordial germ cells-like cells. Diagram illustrating the impact of Δ9-THC exposure on stem cells metabolism.

## Discussion

With greater social acceptance and legalization, cannabis use has increased worldwide (Mennis et al., 2023; U.N Office on Drugs and Crime, 2022). Yet, the impact of such heightened use on reproductive functions, and in particular, on the earliest developmental stages is not well understood. Cannabis use directly alters adult male fertility and causes abnormal embryo implantation (Lo et al., 2022). Using a well-characterized in vitro model of early embryonic differentiation events culminating in the differentiation of PGCLCs, our study is the first to shed light on the impact of Δ9-THC at these stages which unfold during the first trimester in humans (Chabarria et al., 2016; Volkow et al., 2019; Young-Wolff et al., 2018).

Our data revealed the differential effects of Δ9-THC on naïve and primed pluripotent stem cells, respectively represented by mouse ESCs and EpiLCs. In particular, exposure to Δ9-THC increased ESC proliferation which was in a similar range to what has been previously reported for human breast carcinoma cell lines (about 30–50% between 10 nM and 1 µM of Δ9-THC) (Takeda et al., 2008). Differential expression and use of cannabinoid receptors on the surface of exposed cells have been shown to correlate with Δ9-THC proliferative phenotypes (Galve-Roperh et al., 2013; Preet et al., 2008; Takeda et al., 2008; Yang et al., 2016). However, our experiments demonstrated that despite being required for Δ9-THC-induced proliferation in ESCs, CB1 expression did not significantly differ at the surface of ESCs and EpiLCs.

Because Δ9-THC is a known perturbator of mitochondrial function as previously described in the central nervous system (Bartova and Birmingham, 1976; Bénard et al., 2012), we studied the metabolic impact of its exposure in ESCs and EpiLCs. Our data indicate that, at 100 nM, Δ9-THC exposure increased the glycolytic rate in both ESCs and EpiLCs. Bioenergetics analyses and metabolite measurements showed that this increased glucose metabolism did not support increased energy production in the mitochondria, but rather, that it led to the accumulation of metabolic intermediates used in anabolic reactions for the synthesis of amino acids, nucleotides, and lipids. Thus, the metabolic signatures associated with Δ9-THC exposure are reminiscent of those inherently occurring during naïve-to-prime transition, during which increased aerobic glycolytic rates feed anabolic reactions ultimately fueling proliferation (Lunt and Vander Heiden, 2011). We verified this model by testing the requirement of increased glycolysis to support proliferation and indeed observed that ESCs proliferation upon Δ9-THC exposure is abrogated in the presence of the glycolytic inhibitor 2-DG.

Transcriptomic analyses revealed that the metabolic reprogramming induced by Δ9-THC exposure in ESCs was transcriptionally encoded, with increased expression of genes involved in anabolic pathways. In contrast, functional annotations of DEGs in EpiLCs did not show such transcriptional control of increased anabolism. Comparing the outputs of the metabolomic and transcriptomic analyses (i.e. PCA plots and volcano plots), the impact of Δ9-THC at these early stages seems to be primarily metabolic, although the moderate effects on the transcriptome appear to support the metabolic outcome as revealed by our integrated analysis (Figure 5F). Together, we propose that Δ9-THC exposure elicits a reprogramming of ESCs that (1) coaxes them to rely more on aerobic glycolysis, (2) drives anabolic pathways, and therefore (3) leads to their proliferation. In EpiLCs, the impact of Δ9-THC exposure is not sufficient to override the cellular and metabolic programs of these already highly proliferative cells that are fully reliant on aerobic glycolysis (Figure 8).

Finally, we assessed the impact of Δ9-THC exposure in ESCs and EpiLCs on the differentiation of PGCLCs. Our data indicate that at the physiologically relevant dose of 100 nM of Δ9-THC, a significant increase in PGCLCs was observed. In particular, during PGCLCs differentiation, metabolic reprogramming and increased oxidative phosphorylation play a critical role in the reacquisition of an extended developmental potential (Hayashi et al., 2017; Verdikt and Allard, 2021). Thus, we investigated whether the metabolic alterations observed in ESCs and EpiLCs upon Δ9-THC exposure could be carried through PGCLCs differentiation. Metabolic characterization revealed that PGCLCs arising from exposed ESCs and EpiLCs showed increased mitochondrial respiration. Thus, in the absence of direct or indirect continuous exposure, Δ9-THC still has lasting consequences on the metabolome of embryonic germ cells. A recent study in *Drosophila* reported that nutrient stress induces oocyte metabolites remodelling that drives the onset of metabolic diseases in the progeny (Hocaoglu et al., 2021). This indicates that non-DNA-associated factors, such as germline metabolites, can act as factors of inheritance. Similarly, we show here that exposure to Δ9-THC remodels ESCs and EpiLCs metabolome and that a metabolic memory of this exposure is retained during PGCLCs differentiation (Figure 8). In addition to metabolic remodelling, we show that the PGCLCs transcriptome is also altered. In particular, despite proliferation and a higher number of cells, the number of DEGs that were downregulated in PGCLCs deriving from Δ9-THC-exposed ESCs and EpiLCs suggests a general degradation of PGCLCs’ homeostasis. Functional annotation further indicated that these downregulated genes are related to structural cellular components, to the interaction with the extracellular environment and, specifically, to cell adhesion and junction. During the development of the central nervous system, perinatal Δ9-THC exposure has also been associated with alteration in cell adhesion, with an impact on neuronal interactions and morphology (Gómez et al., 2007; Keimpema et al., 2011; Kittler et al., 2000). Cell-cell adhesion is crucial in PGCs’ formation both in cell culture systems (Okamura et al., 2003) as well as in vivo where it controls PGCs motility during their migration towards the developing somatic gonad (Barton et al., 2016). Our results thus show that exposure to Δ9-THC prior to specification affects embryonic germ cells’ transcriptome and metabolome. This in turn could have adverse consequences on cell-cell adhesion with an impact on PGC normal development in vivo.

Despite epidemiological evidence of cannabis exposure in parents being associated with adverse effects in the offspring (Smith et al., 2020; Szutorisz and Hurd, 2018), the molecular mechanisms involved in the inheritance of exposure have not been extensively studied. In vitro models for germ cell development offer a unique opportunity for such studies (Verdikt et al., 2022) and our work in mouse PGCLCs identifies metabolites as relevant carriers of information across developmental stages. While in vitro gametogenesis, up to the reconstitution of fully functional spermatozoa and oocytes, is a reality in mouse (Hikabe et al., 2016; Komeya et al., 2018; Luo and Yu, 2021; Yamashiro et al., 2018), transposition to humans has been hindered by ethical and technical considerations (Luo and Yu, 2021). For instance, protocols for human PGCLCs have been developed (Gell et al., 2020) but proper induction to viable, fertile offspring cannot be verified (Luo and Yu, 2021). Nevertheless, our preliminary results in hESCs show that Δ9-THC exposure negatively impacts their global energy metabolism (Figure 3—figure supplement 1). Future studies will need to confirm whether such metabolic reprogramming is also carried over developmental stages in human models for the germline.

Together, our studies reveal a moderate but significant impact of Δ9-THC exposure on early embryonic processes. Our work also highlights the importance of the metabolic remodelling induced by Δ9-THC and its potential role as a driver of exposure memory through differentiation stages.

## Materials and methods

### Cell culture and PGCLCs model

Mouse ESCs containing the two fluorescent reporters Blimp1::mVenus and Stella::ECFP (BVSC cells) were described previously (Ohinata et al., 2008). The female BVSC clone H18 and male clone R8 were kindly provided by Mitinori Saitou. Cells were seeded on coated plates (Poly-L-ornithine [0.001%; A-004-C; Sigma-Aldrich] and laminin [300 ng/mL; L2020; Sigma-Aldrich]) in 2i+LIF culture medium (N2B27 Media, CHIR99021 [30 µM; NC9785126; Thermo Fisher], PD0325901 [10 µM; NC9753132; Thermo Fisher], ESGRO Leukemia Inhibitory Factor (LIF) [1000 U/mL, ESG1106; Sigma-Aldrich]) for 48 hr. Differentiation of ESCs to EpiLCs was performed by seeding the cells on Human Plasma Fibronectin (HPF)-coated plates [16.7 µg/mL; 33016015; Thermo Fisher] in the presence of EpiLC induction medium (N2B27 medium containing activin A [20 ng/mL; 50-398-465; Thermo Fisher]), basic fibroblast growth factor (bFGF) [12 ng/mL; 3139FB025; R&D Systems], and KnockOut Serum Replacement [KSR, 1%; Thermo Fisher]. For PGCLCs induction, 44 hr EpiLCs were harvested using TrypLE Select (1 X) (Thermo Fisher) and seeded either in 96-wells plate (Nunclon Sphera, Thermo Fisher) or in EZsphere plates for large-scale induction (Nacalai) in the presence of GK15 medium (Glasgow’s Minimal Essential Medium [GMEM, 11710035, Thermo Fisher]) supplemented with 15% KSR, 0.1  mM Minimal Essential Medium Nonessential Amino Acids [MEM-NEAA], 1  mM sodium pyruvate, 0.1  mM 2-mercaptoethanol, 100 U/mL penicillin, 0.1 mg/mL streptomycin, and 2  mM L-glutamine in the presence of bone morphogenetic protein 4 (BMP4; 500 ng/mL; 5020 BP-010/CF; R&D Systems), LIF, stem cell factor (SCF; 100 ng/mL; 50-399-595; R&D Systems), bone morphogenetic protein 8b (BMP8b; 500 ng/mL; 7540 BP-025; R&D Systems), and epidermal growth factor (EGF; 50 ng/mL; 2028EG200; R&D Systems). Cells were cultured for 5d before collection, dissociation of embryoid bodies and downstream experiments.

The hESCs UCLA2 cells (Diaz Perez et al., 2012) were cultured on plates coated with Recombinant laminin-511 E8 (iMatrix-511 Silk, 892 021, Amsbio) and were maintained under a feeder-free condition in the StemFit Basic03 medium (SFB-503, Ajinomoto) containing bFGF (100-18B, Peprotech). Prior to passaging, hESC cultures were treated with a 1:1 mixture of TrypLE Select (12563011, Thermo Fisher) and 0.5 mM EDTA/PBS for 15 min at 37 °C to dissociate them into single cells. For routine maintenance, hESCs were plated into a six-well plate (3516, Corning) at a density of 2×10^3^ cells/cm2 with 10 µM ROCK inhibitor (Y-27632; Tocris, 1254) added in culture medium for 1 day after hESCs passaging. hESCs were plated into 24-wells plate (3526, Corning) at 10,000 cells per well for the viability and viable cell count. For WST-1 assays, hESCs were seeded in 96-wells plate (353072, Falcon) at 1500 cells per well.

All cells were cultured in a humidified environment at 37 °C under 5% CO_2_. All cells were tested negative for mycoplasma by a PCR test (ATCC ISO 9001:2008 and ISO/IEC 17025:2005 quality standards).

### Δ9-THC exposures

To assess the impact of Δ9-THC exposure on the developmental trajectory of PGCLCs, three exposure schemes were tested: (1) ESCs exposure only, (2) EpiLCs exposure only, and (3) ESCs +EpiLCs exposure. The stock of Δ9-THC was obtained from the National Institute on Drug Abuse (7370–023 NIDA; Bethesda, MD). The stock was adjusted to a concentration of 200 mM diluted in ethanol, aliquoted and stored according to the DEA’s recommendations. The dose range of 0–100 µM was determined based on Δ9-THC physiological measurements in the blood, plasma, and follicular fluid (Fuchs Weizman et al., 2021; Hunault et al., 2009; Pacifici et al., 2020). For each exposure, new aliquots of Δ9-THC were diluted in ESCs or EpiLCs culture media in coated tubes (Sigmacote, Sigma Aldrich). Exposure was performed for 48 hr. Solubility tests were performed and ethanol was added to reach the same amount for each Δ9-THC concentration (0.05% ethanol). Vehicle control corresponded to 0.05% ethanol added to the respective culture media for ESCs or EpiLCs. All experiments performed are authorized under DEA registration number RA0546828.

### Δ9-THC quantification

Samples were treated with 500 μl of 1% Formic Acid (543804, Sigma Aldrich). Labelled Tetrahydrocannabinol (THC-d3), used as an internal standard, was added to every sample to account for compound loss during sample processing. Samples were then mixed vigorously and centrifuged at 16,000 *g* for 5 min at room temperature. The supernatants were loaded into phospholipid removal cartridges (Phenomenex Phree) and the eluents were dried down in a vacuum concentrator. Samples were reconstituted in 30 µl of HPLC-grade water, vortexed rigorously, and centrifuged at 16,000 *g* for 5 min at room temperature. The supernatant was transferred to HPLC vials and 15 µl were injected for analysis onto a hybrid linear ion trap/orbitrap mass spectrometer (Thermo Scientific LTQ Orbitrap XL, UCLA Pasarow Mass Spectrometry Lab). For specificity and accurate quantitative measurement, the mass spectrometer was set to fragment preselected precursor ions for THC and THC-d3 under standard MS/MS fragmentation conditions in positive ion mode. The mass spectrometer was coupled to a Dionex Ultimate 300 HPLC (Thermo Scientific) with a reversed phase Phenomenex analytical column (Kinetex 1.7 µm Polar C18 100 Å 100x2.1 mm) equilibrated in eluant A (water/formic acid, 100/0.1, v/v) and eluted (100 µl/min) with a linearly increasing concentration of eluant B (acetonitrile/formic acid, 100/0.1, v/v; min/%B, 0/5, 5/5, 8/95, 13/95, 14/5, 25/5). Data was collected and processed with instrument manufacturer-supplied software Xcalibur 2.07. A set of standard curve samples were prepared in cell culture media for each experiment. Samples and standards were prepared in duplicates. The standard curve was made by plotting the known concentration of THC per standard against the ratio of measured chromatographic peak areas corresponding to the THC over that of the IS THC-d3 (analyte/IS). The trendline equation was then utilized to calculate the absolute concentrations of the THC in cell culture.

### PGCLCs induction efficiency

Changes in PGCLCs induction were calculated by flow cytometry. Practically, d5 aggregates were harvested, dissociated using TrypLE Select, and resuspended in fluorescence-activated cell sorting (FACS) buffer (1×Dulbecco’s phosphate buffered saline [DPBS], 1% BSA, 1  mM EDTA, 25  mM HEPES). Quantification of subfractions of double-positive PGCLCs (Blimp1::mVenus +and Stella::ECFP+), single-positive (Blimp1::mVenus+) and double-negative cells was performed on a BD Biosciences LSRII (UCLA BSCRC Flow Cytometry Core). Cells were initially identified by forward- and side-scatter gating, with back-gating used to verify the accuracy by which target cell populations were identified. Cell populations of interest were identified by 2-D plots displaying the parameter of interest, using embryoid bodies cultured in GK15 medium without added cytokines and BMPs as a negative control. Fluorescent compensation beads were used as positive controls and to calculate the spectral overlap (Thermo Fisher, A10514 and 01-2222-42 adsorbed to a CD45 Pacific Blue antibody [OB180026], serving as compensation control for mVenus and ECFP, respectively). Manually defined gates as well as quadrants were used, as indicated. The FlowJo software was used to calculate the percentage of induction and generate the associated graphs (version 10, FlowJo, LLC).

### Cell viability and proliferation studies

The viability and viable cell count of ESCs and EpiLCs were calculated using Trypan blue (0.4%, Thermo Fisher) on a Countess II FL Automated Cell Counter (Thermo Fisher). For BrdU incorporation studies, cells were permeabilized, fixed, and stained using the BrdU Flow Kit (PerCP-Cy5.5 Mouse anti-BrdU, BD Biosciences) before analysis by flow cytometry on a BD Biosciences LSRII (UCLA BSCRC Flow Cytometry Core). Quantification of PGCLCs proliferation was performed using CellTrace Yellow (5 µM, added at the induction, Thermo Fisher), which binds to intracellular amines after diffusing through cell membranes. The overall fluorescent signal, which gradually decreases as cell division occurs, reflects the number of cell divisions occurring and was measured on a BD Biosciences LSRII (UCLA BSCRC Flow Cytometry Core). The FlowJo software was used to calculate the percentage of induction, the number of cell divisions and generate the associated graphs (version 10, FlowJo, LLC).

### CB1 antagonist treatment

To block the effects of Δ9-THC on the cannabinoid receptor CB1, ESCs were plated on 48-well plate and were pre-treated with 1 µM of SR141716/Rimonabant (SML0800, Sigma Aldrich) for 1 hr before being exposed to the dose range of Δ9-THC, as above. After 24 hr incubation, this procedure was repeated and cells were harvested after 48 hr total incubation. The viability and viable cell count was calculated using Trypan blue (0.4%, Thermo Fisher) on a Countess II FL Automated Cell Counter (Thermo Fisher). The concentration of 1 µM of Rimonabant was chosen based on previous experiments (Lojpur et al., 2019) and did not impact cell viability nor cell number on its own.

### Western blotting

Membrane proteins were extracted from cell pellets using the Mem-PER Plus Membrane Protein Extraction Kit (89842, Thermo Fisher) according to the manufacturer’s protocol. Western blotting was performed with 25 μg of protein extracts. The immunodetection was assessed using primary antibodies targeting CB1 (101500, Cayman Chemical, RRID: AB_327840) or β-actin (3700, Cell Signaling Technology, RRID:AB_2242334) as loading control. Horseradish peroxidase (HRP)-conjugated secondary antibodies were used for chemiluminescence detection (Amersham).

### WST-1 assay

The colorimetric assay WST-1 was used according to the manufacturer’s instructions (Roche). The tetrazolium salt WST-1 is reduced by mitochondrial dehydrogenases to formazan using NAD(P)H as co-substrates. Thus, the quantity of formazan is directly proportional to NAD(P)^+^.

### Mitochondrial activity

Staining for mitochondria was performed by incubating cells at 37 °C with 250 nM MitoTracker CMXRos (M7512, Thermo Fisher) for 30 min (Pendergrass et al., 2004). Cells were washed and analyzed by flow cytometry on a BD Biosciences LSRII (UCLA BSCRC Flow Cytometry Core). The FlowJo software (version 10, FlowJo, LLC) was used to calculate the mean fluorescence intensity (MFI) corresponding to the average fluorescence intensity of each event of the selected cell population within the chosen fluorescence channel associated to MitoTracker CMXRos.

### Seahorse experiments

The extracellular acidification rate (ECAR) and the oxygen consumption rate (OCR) are indicative of glycolysis and mitochondrial respiration, respectively. A total of 10×10^3^ ESCs and 8×10^3^ EpiLCs were seeded on Seahorse XF96 plates (101085–004, Agilent Technologies) and exposed to increasing doses of Δ9-THC for 48 hr. On the day of the assay, cells were washed with assay medium (unbuffered DMEM assay medium [5030, Sigma Aldrich] supplemented with 31.6 mM NaCl, 3 mg/L phenol red, 5 mM HEPES, 5 mM glucose, 2 mM glutamine and 1 mM sodium pyruvate). For OCR measurement, compounds were injected sequentially during the assay resulting in final concentrations of 2 μM oligomycin, 0.75 µM and 1.35 μM FCCP, 1 μM rotenone and 2 μM antimycin. ECAR was measured in parallel. The measured quantities were normalized to the protein content as measured by a BCA quantitation (23227, Thermo Fisher).

### Mass spectrometry-based metabolomics analysis

To extract intracellular metabolites, cells were rinsed with cold 150 mM ammonium acetate (pH 7.3) then incubated with 80% ice-cold methanol supplemented with 10 nmol D/L-norvaline for 1 hr. Following resuspension, cells were pelleted by centrifugation (15,000 *g*, 4 °C for 15 min). The supernatant was transferred into a glass vial and metabolites were dried down under vacuum, then resuspended in 70% acetonitrile. Mass spectrometry analysis was performed at the UCLA Metabolomics Center with an UltiMate 3000RSLC (Thermo Scientific) coupled to a Q Exactive mass spectrometer (Thermo Scientific) in polarity-switching mode with positive voltage 3.0 kV and negative voltage 2.25 kV. Separation was achieved using a gradient elution with (A) 5 mM NH4AcO (pH 9.9) and (B) acetonitrile. The gradient ran from 15% (A) to 90% (A) over 18 min, followed by an isocratic step for 9 min and re-equilibration for 7 min. Metabolites were quantified as area under the curve based on retention times and using accurate mass measurements (≤3 ppm) with the TraceFinder 3.1 software (Thermo Scientific). For heatmap depiction, the relative amounts of metabolites were normalized to the mean value across all samples for the same condition and to the number of viable cells harvested in parallel on a control plate. Pathway enrichment for up- and downregulated KEGG metabolites (|log2(fold-change)|=0.25) was determined using the MetaboAnalyst 5.0 platform (https://www.metaboanalyst.ca)(Pang et al., 2022).

### RNA-sequencing

Total RNA was extracted from ESCs and EpiLCs pellets using the AllPrep DNA/RNA Micro Kit (Qiagen), according to the manufacturer’s protocol. For PGCLCs, d5 embryoid bodies were harvested and cells were dissociated using TrypLE Select followed by resuspension in fluorescence-activated cell sorting (FACS) buffer (1×Dulbecco’s phosphate buffered saline [DPBS], 1% BSA, 1  mM EDTA, 25  mM HEPES) and cell suspension were passed through a cell strainer (70 μm). Cells were sorted on a BD Biosciences FACSAria III (UCLA BSCRC Flow Cytometry Core). Practically, cell populations of interest, being double-positive (Blimp1::mVenus +and Stella::ECFP+) were sorted and collected in microtubes containing GK15 medium. Total RNA was extracted from double-positive PGCLCs using the AllPrep DNA/RNA Micro Kit (Qiagen). RNA concentration was measured using a NanoDrop 2000 UV spectrophotometer (Thermo Fisher). Libraries were prepared with the KAPA mRNA HyperPrep Kit (BioMek) or with the RNA library prep kit (ABClonal) following the manufacturers’ protocols. Briefly, poly(A) RNA were selected, fragmented and double-stranded cDNA synthesized using a mixture of random and oligo(dT) priming, followed by end repair to generate blunt ends, adaptor ligation, strand selection, and polymerase chain reaction (PCR) amplification to produce the final library. Different index adaptors were used for multiplexing samples in one sequencing lane. Sequencing was performed on an Illumina NovaSeq 6000 sequencers for paired end (PE), 2×150   base pair (bp) runs. Data quality check was performed using Illumina Sequencing Analysis Viewer (SAV) software. Demultiplexing was performed with Illumina Bcl2fastq2 program (version 2.19.1.403; Illumina Inc).

### Differential gene expression analysis

The quality of the reads was verified using FastQC (Andrews, 2010) before reads were aligned to the mm10 reference genome (GRCm39) using STAR (Dobin et al., 2013) with the following arguments: --readFilesCommand zcat --outSAMtype BAM SortedByCoordinate --quantMode GeneCounts --outFilterMismatchNmax 5 --outFilterMultimapNmax 1. The quality of the resulting alignments was assessed using QualiMap (García-Alcalde et al., 2012). The Python package HTseq was used for gene counts (Anders et al., 2015) using the following arguments: --stranded=no --idattr=gene_id --type=exon --mode=union r pos --format=bam. Output files were filtered to remove genes with low count (≤10) then were used for differential gene expression analysis using DESeq2 (Love et al., 2014). The negative binomial regression model of ComBat-seq was used to correct unwanted batch effects (Zhang et al., 2020). For a gene to be classified as showing differential expression between treated and untreated cells, a threshold of |log2(fold-change)|=0.5 and Benjamini-Hochberg adjusted p-value ≤0.05 had to be met.

### Gene ontology (GO) analysis

Lists of differentially expressed genes were generated from read counts using DESeq2 Bioconductor package (Love et al., 2014). Enrichment of GO terms in lists of up- and downregulated genes (|log2(fold-change)|=0.25) was determined using g:Profiler (Raudvere et al., 2019). Redundant GO terms were removed using reduce  + visualize gene ontology (REVIGO) (Supek et al., 2011). Terms were included if the fold enrichment (frequency of DEGs in each GO term to the frequency of total genes in GO terms) was higher than 1.5 and if the Benjamini-Hochberg-adjusted p-value was less than 0.05. Plots for GO terms were generated using an R script (Bonnot et al., 2019).

### Statistical methods

Statistical analyses were performed using GraphPad Prism 9 software. Unless otherwise specified, two-tailed T-tests were performed on pairwise comparisons for testing of significance. In all cases, significance was determined by p-values less than or equal to 0.05. Each figure corresponds to at least three independent biological repeats with three technical replicates (N=3, n=3), unless otherwise specified. Number of asterisks on plots indicates the level of statistical significance: *(p<0.05), **(p<0.01), ***(p<0.001), ****(p<0.0001).

## Data Availability

The RNA sequencing data from this study is made available at the Gene Expression Omnibus (GEO) under the following accession number GSE226955. The following dataset was generated: VerdiktR ArmstrongAA ChengJ YangX AllardP 2023Adverse effects of gestational Δ9-tetrahydrocannabinol exposure on the embryonic germline transcriptome and metabolomeNCBI Gene Expression OmnibusGSE226955

# Supplementary material for: Metabolic memory of Δ9-tetrahydrocannabinol exposure in pluripotent stem cells and primordial germ cells-like cells
**Source:** eLife. 2023 Dec 27;12:RP88795. doi: 10.7554/eLife.88795
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Lines 611-616 |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Lines 509-540 |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Lines 694-700 |  |
| Define whether data describe technical or biological replicates. | Lines 694-700 |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Lines 694-700 |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Lines 506-508 |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Lines 506-508 |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Lines 674-693 |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Lines 674-693 |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

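RNA was measured in 12 libraries of mouse ESCs and EpiLCs, 3 for each cell type and exposure (vehicle or 100 nM Δ9-THC). The authors aligned the reads with STAR, kept uniquely mapped reads, counted them per gene with HTSeq in union mode without strand, and removed genes with low counts. The authors then adjusted the counts with ComBat-seq, and the deposited tables hold these adjusted counts as whole numbers, in a separate table for each cell type, not scaled for library size. The batches given to ComBat-seq are not named in the paper's text. Each of the 12 columns was assigned to its library by its label, and 0 columns were left over. The libraries of PGCLCs were not analysed here.

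The total of the adjusted counts per library ranged from 23427551 to 32096698 over the 12 libraries. The lowest total of a gene over 6 libraries was 82 counts in ESCs and 80 in EpiLCs, and 10 genes in ESCs and 11 in EpiLCs had fewer than 10 counts in some library. At this depth, counting error limits the genes with few counts, and the spread between libraries limits the others.

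Libraries were grouped by cell type and exposure. The 2 exposures were compared within each cell type with edgeR 4.0.16 (quasi-likelihood test, TMM normalization) in R 4.3.3, on genes with a total of more than 10 counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2(fold-change) is the one implied by the F statistic. The difference between the cell types was tested as an interaction in a model with 4 groups and 12 libraries. Gene sets were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, on log2 CPM with a prior count of 2. The 14 sets cover markers of naive and primed pluripotency, 9 lists for metabolism and protein synthesis, microtubule motors and tubulins, and the S and mitotic phases of the cell cycle. Principal components were computed from the 500 most variable genes. The 102 epigenetic modifiers of the paper's Supplementary file 1 were counted with the rule of its figure legend, an unadjusted p-value under 0.01 and a log2(fold-change) of more than 0.25 in size. The Gene Ontology and the joint pathway analysis of the paper were not repeated here.

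Gene names, positions, GC content and length came from the GENCODE M21 annotation (release 21) and the GRCm38 genome. Counts were matched to it by gene identifier, and 13083 of the 13104 genes of ESCs and 13696 of the 13717 genes of EpiLCs had a GC content. The paper names its genome as mm10 and as GRCm39, so positions printed here describe the genes and were not used to count reads.

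The genes named in the text were chosen by a rule set in advance. They are the genes the paper names, in both cell types, and in each cell type the 5 genes with the largest increase and the 5 with the largest decrease among those with an adjusted p-value of at most 0.05, a log2(fold-change) of more than 0.5 in size and no overlap between the 3 exposed and the 3 vehicle libraries. Other genes are named where they make up a small count, meet the rule of the legend for the epigenetic modifiers or differ in Supplementary file 1, and these were chosen after their values were seen.

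The alternatives tried were RLE normalization, no filter, at least 10 counts in every library, the replicate number as a block, offsets that remove a smooth trend of each library with GC content and gene length (natural splines with 5 degrees of freedom), both together, DESeq2 1.42.0, a fit of all 12 libraries, each library left out in turn, fry and camera with an estimated correlation for the gene sets, and all genes or the variance-stabilized counts of DESeq2 for the principal components. An alternative with DESeq2 and the offsets was added after the data were seen. ComBat-seq, as in sva 3.50.0, was applied to 30 simulated tables for each way of drawing the genes, and 10 further tables had other batches. Lists of genes were compared with 10000 random lists matched on expression, and the GC content and length of the genes were exchanged among them 5 times as a control of the offsets. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures.

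The fits were tested on simulated counts in which 200 genes had a log2(fold-change) of 1. The test of edgeR recovered 98% of these among 13104 genes of ESCs and 96% among 13717 genes of EpiLCs, with 6.22% and 5.88% of the calls false. DESeq2 recovered 95% and 92%, and the interaction test of edgeR 88% among 12410 genes. These counts carried no trend with GC content and were drawn as independent libraries without a batch adjustment. The shares of false calls thus do not carry over to the adjusted tables. In simulated tables without an effect, with independent genes and adjusted by replicate number, edgeR called 11 to 140 genes in ESCs and 2 to 187 in EpiLCs. With a simulated GC trend and no offsets, 56.7% of edgeR's calls in ESCs and 57.6% in EpiLCs were false. With the GC and length offsets, these shares were 6.67% and 4.52%.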

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

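The tests on other splits of the libraries and on the GC content of all genes called by edgeR were planned, and the tests on RNAs with a short poly(A) tail or none, on Lars2 across the EpiLC libraries on the genes that kept their call and on the splits that part same-numbered libraries were chosen only after the result was seen.

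A test of the difference itself, as an interaction of cell type and exposure, separated the response of 4 genes between ESCs and EpiLCs, named here after their values were seen. The difference in log2(fold-change), EpiLCs minus ESCs, was 0.85 for Myo6, 1.05 for Cul9, 0.69 for Dzip1 and -0.67 for Zfp36. All 4 genes were among the 21 called once the GC content and gene length offsets were applied. Of 100 regroupings of the libraries within each cell type, the real one included, 17 gave as many genes, and the largest gave 2621. In a separate run of all 32 regroupings that part every same-numbered vehicle and Δ9-THC library, as the real one does, 23 gave as many. The 100 above were drawn at random and hold only some of these 32. With the replicate number as a block, 0 genes passed and 328 had an unadjusted p-value under 0.05. A number of 4 genes may therefore come from a grouping of libraries that does not follow the exposure. Reads of Dzip1 that overlap another gene were not assigned by the authors' counting. A different response of the cell types to Δ9-THC stays open, and no other data on it were tested.

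The paper does not discuss the 5 genes with the largest increases in exposed ESCs, which were ENSMUSG00000119584 (log2(fold-change) 2.30), mt-Tp (1.77), ENSMUSG00002076161 (1.57), Lars2 (1.47) and Hist1h1d (1.31). The other RNAs with a short poly(A) tail or none, 16 small or mitochondrial ribosomal RNAs and 10 histone mRNAs, had a median log2(fold-change) of 0.41, with 23 of 26 higher, above the median of each of 10000 random lists of the same size and expression (-0.28 to 0.30). A candidate explanation is thus a larger share of RNA with a short poly(A) tail or none in the exposed libraries, from the selection of poly(A) RNA or from the cells. The corresponding median in EpiLCs was -0.080, with 24 of 39 genes lower, and was above only 1.33% of the medians of 10000 random lists (-0.18 to 0.27). By the same comparison the list was thus low in EpiLCs, the other way from ESCs, although single genes of this longer list ran from -0.85 to 0.96. Lars2 has a poly(A) tail, and whether its level follows that of ENSMUSG00000119584 apart from the exposure was tested across the 6 EpiLC libraries. Pearson's r was 0.599 and Spearman's rho 0.371, and r was 0.272 without the 2 libraries farthest from the median. Variation between libraries and an effect of Δ9-THC on Lars2 cannot be told apart here, because same-numbered vehicle and Δ9-THC libraries deviate in opposite directions, which leaves fewer independent values than the 6 libraries and no valid p-value for r. An effect of Δ9-THC on these RNAs stays open as well.

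The 5 genes with the largest decreases in exposed ESCs, which the paper does not discuss either, were Cdk5r2 (log2(fold-change) -1.08), Rab4b (-0.99), Pou3f1 (-0.96), Speg (-0.92) and Gpr157 (-0.92). None of these 5 kept an adjusted p-value of at most 0.05 once the trends with GC content and gene length were removed (0.0844 to 0.105, edgeR, Benjamini-Hochberg), or with the replicate number as a block, which left 5 calls in ESCs, all of them increases, and 1454 genes with an unadjusted p-value under 0.05. Of all genes called in ESCs, the number went from 906 to 7 when these trends were removed, while exchanging the GC content and length of the genes at random left 910 to 943 calls. A bias of GC content or gene length that differs between exposed and vehicle libraries may thus account for most calls in ESCs. The 5 decreases kept most of their size without the trends, with a log2(fold-change) of -0.89 to -0.73, so the loss of their calls does not show that such a bias is their cause, and their cause stays open. Of the genes with a known GC content, 5 kept their call, Pim1, Gar1, Wbp1, Ndufb6 and Gm15564, named after their values were seen. None of these 5 was called with the replicate block, with or without the offsets. Whether such a bias is the whole cause of these 5 calls cannot be told, because the adjustment can itself raise calls made without the block. These 5 calls do not show an effect of Δ9-THC either. In simulated tables without an effect and with independent genes, an adjustment by replicate number gave 11 to 140 calls without the block. Other explanations of these 5 calls stay open. With the block and the offsets together, 3 genes were called (Lars2 and the 2 genes without a name) and 5.13% of genes had an unadjusted p-value under 0.05. An effect of Δ9-THC that itself follows GC content was not tested and stays open.

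The number of genes called in ESCs was larger for the real groups than for the other splits of the 6 libraries into 3 and 3, so that 1 of 10 splits, the real one, gave as many. The next gave 294, with vehicle replicate 1 and Δ9-THC replicates 2 and 3 against the rest. In 6 of the 10 splits, a vehicle and a Δ9-THC library of the same number lie on the same side. As such libraries deviate in opposite directions from their group means, these 6 splits gave 0 calls and 0% of genes with an unadjusted p-value under 0.05, and say nothing. The other 4, the real one included, gave 906, 0, 0 and 294 calls, with 28.7%, 10.1%, 12.1% and 24.7% of genes at an unadjusted p-value under 0.05. The exposure and a grouping that arose by chance cannot be told apart by this count, since so few splits can be compared.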

How the results depend on the processing

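The alternatives were chosen before the data were examined, except DESeq2 with GC content and gene length offsets, which was chosen after seeing the data. Where a value changed, the cause was not tested unless stated.

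With RLE normalization, 878 genes were called in ESCs, 862 of them among the 906, and 0 in EpiLCs (2090 with an unadjusted p-value under 0.05). With at least 10 counts in every library, 906 and 0 genes were called (2068 in EpiLCs with an unadjusted p-value under 0.05). None of the 41 results for single genes changed its direction or its side of the threshold under these settings. Using no filter removes no tested gene, so this setting says nothing.

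With GC and length offsets in ESCs, 2 genes were higher and 0 lower by more than 0.5 on the log2 scale, 4 higher and 3 lower by more than 0.25, 7 genes were called in all and 2 epigenetic modifiers met the rule. At this setting, 2474 genes had an unadjusted p-value under 0.05. In EpiLCs, 3 modifiers met the rule, and the interaction was called for 21 genes. The offsets reversed the direction of Prdm14 (0.011), Dnmt3b (0.018), Tet2 (-0.019) and Dzip3 (-0.027) in ESCs. Of the other single genes, 11 lost their call.

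Deviations from the group means of same-numbered vehicle and Δ9-THC libraries had a correlation across genes of -0.99 to -0.98. With the replicate number as a block (replicate block), 4 genes of ESCs were higher and 0 lower by more than 0.5, 5 higher and 0 lower by more than 0.25, 5 were called in all and 1 modifier met the rule. The 5 were Lars2, mt-Tp, Malat1 (named after its values were seen), ENSMUSG00000119584 and ENSMUSG00002076161, and 1454 genes had an unadjusted p-value under 0.05. In EpiLCs, 1 modifier met the rule, 0 genes were called and 291 had an unadjusted p-value under 0.05. For the interaction, these numbers were 0 and 328. With the block and the GC and length offsets together, the ESC counts were 3 and 0 by more than 0.5, 3 and 0 by more than 0.25, 3 in all (Lars2 and the 2 genes without a name) and 0 modifiers, beside 672 genes at an unadjusted p-value under 0.05. There were 0 modifiers in EpiLCs (219 genes with an unadjusted p-value under 0.05) and 0 genes with an interaction (277). The values of Prdm14 (0.012), Dnmt3b (0.017), Tet2 (-0.019) and Dzip3 (-0.026) in ESCs were reversed here too. Among single genes, 12 lost their call with the block and 13 with the block and offsets.

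With DESeq2 in ESCs, 12 genes were higher and 9 lower by more than 0.5, 153 were lower by more than 0.25, and 6 gene sets passed with its statistics. In all, it called 753 genes, 455 of them among the 906, with 58.8% higher beside 48.7% with edgeR. DESeq2 gave no adjusted p-value for 3303 genes, ENSMUSG00002076161, Hist1h1d, Hdac11, Otx2 and the 5 genes with the largest decreases among them. In EpiLCs it called 71 genes, 16 higher and 9 lower by more than 0.5 and 51 and 20 by more than 0.25, and for the interaction 133. It called 7 single genes that edgeR did not. With DESeq2 and GC and length offsets, the ESC counts were 8 and 1 by more than 0.5, 14 and 12 by more than 0.25, 37 in all and 0 modifiers. In EpiLCs they were 5 and 7, 9 and 21, 30 in all and 2 modifiers. Prdm14 (0.0086), Dnmt3b (0.015), Tet2 (-0.022) and Dzip3 (-0.029) were again reversed in ESCs.

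With all 12 libraries in the fit, which tests 12410 genes, 8 genes of ESCs were higher and 7 lower by more than 0.5, 9 and 22 by more than 0.25, and 31 were called in all. In EpiLCs, the counts were 52 and 15, 225 and 119, and 411. Of the single genes, 7 lost and 6 gained a call.

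With an estimated correlation between genes, 0 gene sets passed in ESCs and 0 in EpiLCs, and with fry 1 passed in EpiLCs. Without the 500-gene limit, PC1 held 89.9% and PC2 3.08% of the variance, and with the variance-stabilized counts of DESeq2 98.6% and 0.389%.

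Each library was also left out in turn. In ESCs, 0 to 1 genes were called (0 to 1 higher and 0 lower, at either fold-change), 2 to 3 modifiers met the rule (2 without Δ9-THC replicate 1) and 1 to 5 gene sets passed (5 without vehicle replicate 1). The lowest number of ESC genes with an unadjusted p-value under 0.05 was 2742, without Δ9-THC replicate 3. In EpiLCs, 0 genes were called (1395 to 1880 with an unadjusted p-value under 0.05), 4 to 7 modifiers met the rule (4 without Δ9-THC replicate 3) and 3 to 7 gene sets passed (3 without vehicle replicate 2). For the interaction, 0 genes were called in the 12 fits. PC1 held 98.2% to 98.5% and PC2 0.432% to 0.567%. The log2(fold-change) ranged from -0.025 to 0.026 for Prdm14 in ESCs, from -0.16 to 0.078 for Dnmt3b in EpiLCs and from -0.080 to 0.15 for Otx2 in EpiLCs. Over all fits of this kind, 118 results for single genes lost a call, 7 changed direction and 145 did neither.

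Depth limits the genes with few counts. Hist1h1d had a mean of 17.3 counts in vehicle ESCs and Rab4b 14.7 in exposed ESCs, so that their log2(fold-change) rests on few reads.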

Differences from the paper's values

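In ESCs, the paper reports 12 genes higher and 9 lower by more than 0.5 on the log2 scale, and edgeR gave 47 and 57. Of the alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, gave the paper's 12 and 9, and the fit of all 12 libraries gave 8 and 7, within 1.5 times of them. RLE normalization, no filter, at least 10 counts in every library, the replicate block, the GC and length offsets, both together and each library left out did not close the gap. DESeq2 with the offsets, chosen after seeing the values, gave 8 higher and 1 lower, of which the first is also within 1.5 times.

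The paper shows about 150 genes lower by more than 0.25 in ESCs (Fig. 5C, read by eye), and edgeR gave 241. Among the alternatives set before the data were examined, only DESeq2 came within 1.5 times of the paper's number, with 153.

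In EpiLCs, the paper shows about 16 genes higher and about 9 lower by more than 0.5, and about 51 higher and about 20 lower by more than 0.25 (Fig. 5D, read by eye). The test of edgeR gave 0 for each of these, with 2069 genes at an unadjusted p-value under 0.05. DESeq2 gave 16, 9, 51 and 20, and no other alternative set before the data were examined came within 1.5 times of the paper's numbers, the fit of all 12 libraries giving 52, 15, 225 and 119. DESeq2 with GC and length offsets, chosen after seeing the values, gave 7 and 21 for the 2 numbers of lower genes and 5 and 9 for those of higher genes.

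The paper states that Tet2, Kmt2c, Dzip3 and Mysm1 were significantly higher in EpiLCs, and its legend counts genes by an unadjusted p-value. By that rule these 4 genes pass here, while edgeR placed none of them at an adjusted p-value of at most 0.05. DESeq2 did so for Tet2, Kmt2c and Mysm1, as did the fit of all 12 libraries (edgeR, Benjamini-Hochberg adjusted p = 0.0161, 0.0188 and 0.0266), and neither did for Dzip3 (lowest adjusted p = 0.0526, DESeq2, Benjamini-Hochberg). Rps6ka5 in ESCs, which the paper states as increased, has an unadjusted p-value of 0.00867 and an adjusted p-value of 0.0712 (edgeR, Benjamini-Hochberg), and its lowest over the alternatives was 0.0671 with DESeq2. Hdac11 in ESCs, which edgeR calls, has no adjusted p-value with DESeq2. By the rule of the legend, the paper's Supplementary file 1 gives 3 genes in ESCs and 9 in EpiLCs, and edgeR 4 and 9, with Hdac7 (-0.26) as the additional gene in ESCs.

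The paper reports GO terms of microtubule-based processes among higher genes of EpiLCs, and 36 of the 74 genes on the list used here were higher. It reports terms of anabolic metabolism among higher genes of ESCs, where none of the 9 lists used here passed with camera, although purine synthesis and the genes of the mitochondrial genome passed as higher with the statistics of DESeq2. The mitochondrial genes were placed lower by camera once the trends with GC content and gene length were removed. These lists are not GO terms.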

Other observations

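The tests of other splits of the libraries and of GC content on the calls of edgeR were planned, and the tests on the calls of DESeq2, on the batch adjustment, on the simulated libraries and on the immediate-early genes were chosen only after the result was seen.

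Same-numbered vehicle and Δ9-THC libraries deviated in opposite directions from their group means. Only 1.07% of the sum of squares within groups in ESCs and 0.985% in EpiLCs lay between replicate numbers. In simulated counts without batches, with genes varying independently, this share was 48.8% to 51.7% in ESCs and 49.0% to 50.8% in EpiLCs. It was 1.14% to 1.71% and 0.780% to 1.68% once ComBat-seq had been applied with the replicate number as the batch, and 30.7% to 32.3% and 32.3% to 33.9% with other batches. Where genes varied along shared axes, the ranges were wider. They were 0.706% to 3.11% and 0.575% to 13.0% with the replicate number as the batch, and 9.30% to 55.3% and 7.15% to 76.3% with other batches. The deposited tables are thus consistent with an adjustment that used the replicate number as the batch, which the paper's text does not state.

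The effect of such an adjustment on the tests was simulated in adjusted libraries without an effect of THC. With genes varying independently, 15.5% to 16.9% of ESC genes and 17.5% to 19.0% of EpiLC genes had an unadjusted p-value under 0.05 after the adjustment. A share as large as the observed one was found in 0 of 30 simulated tables for ESCs and in 30 of 30 for EpiLCs. In adjusted libraries without an effect of THC, genes varying along shared axes, it was found in 9 of 30 for ESCs and 8 of 30 for EpiLCs. In these tables all variation beyond counting error lay on axes taken from the deviations within groups of the deposited tables. It was drawn with a wider spread than that of the deposited tables. Exposed and vehicle libraries did not overlap for 32.6% of genes in ESCs and 21.8% in EpiLCs. With shared axes, 9 of 30 simulated tables reached this share in each cell type, with ranges of 2.14% to 78.8% and 2.38% to 70.6%. It was 24.2% to 25.8% and 24.5% to 25.9% in the simulated tables with independent genes. With the replicate number as a block, 4.37% to 5.62% and 4.61% to 5.29% of genes in those tables had an unadjusted p-value under 0.05, beside the observed 11.1% in ESCs and 2.12% in EpiLCs. The block thus kept the expected share in the tables with independent genes, and 11 to 140 and 2 to 187 genes were called in them without it against 0 to 2 and 0 with it. With shared axes the block did not keep it, with shares of up to 66.4% and 57.5%, and the observed share with the block was reached in 8 of 30 and 9 of 30 tables. For ESCs, independent variation of the genes after the adjustment is thus argued against as the whole cause. Shared variation of the kind simulated, together with the adjustment, could give as many genes with a low p-value as observed in ESCs and in EpiLCs without any effect of Δ9-THC. That setting leaves single genes no variation of their own beyond counting error, so it does not show that the libraries varied in this way. An effect of Δ9-THC stays open.

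In EpiLCs, all 10 of the 10 splits of the libraries gave at least the 0 calls of the real groups, and the split of vehicle replicates 1 and 3 and Δ9-THC replicate 2 against the rest gave 1990 calls. Of the 4 splits that part every same-numbered vehicle and Δ9-THC library, the real one gave 15.1% of genes with an unadjusted p-value under 0.05 and the others 10.3% to 32.8%, while the 6 other splits gave 0%. With 0 calls among the real groups, chance and exposure cannot be told apart by this count. For the same reason the GC content offsets, with 0 genes to lose in EpiLCs, decide nothing there for edgeR.

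The calls of DESeq2 were also followed through the GC content and gene length offsets. Of 752 genes called in ESCs with a known GC content, 21 kept their call, and of 71 in EpiLCs, 15 kept it. After the values of GC content and length were exchanged among the genes, 690 to 736 and 56 to 60 calls were left. The median size of the log2(fold-change) of the genes called went from 0.23 to 0.12 in ESCs with the offsets. In EpiLCs it went from 0.43 to 0.33. A bias of GC content or gene length could therefore account for most calls of DESeq2 in ESCs. The EpiLC calls kept most of their size, so their loss does not show that such a bias is their cause. In the simulated tables with independent genes DESeq2 called 93 to 186 genes in ESCs and 376 to 491 in EpiLCs without any effect.

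Egr1, Ier3 and Zfp36, chosen after their values were seen, were lower in exposed EpiLCs (log2(fold-change) -1.87, -0.94 and -0.72), and DESeq2 called each of them with and without the offsets. The edgeR values for Ier3 were 29.8 ± 6.12 CPM with the vehicle and 15.5 ± 3.04 with Δ9-THC (SD, n = 3; edgeR, Benjamini-Hochberg adjusted p = 0.160). Lower immediate-early transcription in the exposed cultures was tested on 21 other immediate-early and ERK-induced genes, those of 28 listed that were present in EpiLCs. Their median log2(fold-change) was 0.056, with 14 of 21 higher, and single genes ranged from -0.31 to 0.26. This median was above 90.3% of those of 10000 random lists of the same size and expression. In ESCs, 21 genes of the list were present, with Fos in place of Phlda1, and had a median of -0.035, with 7 higher. Since the genes of the list go both ways, lower immediate-early transcription and other explanations cannot be told apart here. A specific effect of Δ9-THC on the 3 genes and differences in the handling of the cultures stay open and were not tested.

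Cnr1, which encodes the cannabinoid receptor CB1, had 2.57 ± 0.275 CPM (SD, n = 3) in vehicle EpiLCs and 3.10 ± 0.329 in exposed EpiLCs, a log2(fold-change) of 0.27 (SE 0.14, edgeR, Benjamini-Hochberg adjusted p = 0.409). It is not among the genes tested in ESCs.

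The counts printed in the paper's Supplementary file 1 equal those of the deposited tables for 102 of 102 genes in ESCs and 101 of 102 in EpiLCs. The exception in EpiLCs is Nsd1. The identifiers of 2 genes, Cdyl and Elp3, differ between the sheets of the 2 cell types, and those of the ESC sheet were used here. The paper's log2(fold-change) differed from the value computed here by a median of 0.00252 in ESCs and 0.00256 in EpiLCs. The largest difference was 0.00419 in ESCs and 0.187 in EpiLCs, the latter for Cdyl.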
